# A Rapid Evolving microRNA Cluster Rewires Its Target Regulatory Networks in *Drosophila*

**DOI:** 10.3389/fgene.2021.760530

**Published:** 2021-10-28

**Authors:** Yang Lyu, Zhongqi Liufu, Juan Xiao, Tian Tang

**Keywords:** new miRNA, miRNA cluster, miRNA evolution, regulatory network, testis

## Abstract

New miRNAs are evolutionarily important but their functional evolution remains unclear. Here we report that the evolution of a microRNA cluster, *mir-972C* rewires its downstream regulatory networks in *Drosophila*. Genomic analysis reveals that *mir-972C* originated in the common ancestor of *Drosophila* where it comprises six old miRNAs. It has subsequently recruited six new members in the *melanogaster* subgroup after evolving for at least 50 million years. Both the young and the old *mir-972C* members evolved rapidly in seed and non-seed regions. Combining target prediction and cell transfection experiments, we found that the seed and non-seed changes in individual *mir-972C* members cause extensive target divergence among *D. melanogaster*, *D. simulans*, and *D. virilis*, consistent with the functional evolution of *mir-972C* reported recently. Intriguingly, the target pool of the cluster as a whole remains relatively conserved. Our results suggest that clustering of young and old miRNAs broadens the target repertoires by acquiring new targets without losing many old ones. This may facilitate the establishment of new miRNAs in existing regulatory networks.

## Introduction

Newly evolved genes constitute at least 10–20% of the genome in every taxonomic group (Khalturin et al., 2009; Kondo et al., 2017), and they play a significant role in the innovations of biological traits (Kaessmann, 2010; Chen et al., 2013). Increasing evidence suggests that a large fraction of the new genes are functionally important (Kaessmann, 2010; McLysaght and Hurst, 2016; Kondo et al., 2017; Xia et al., 2021). For instance, they are primarily expressed in testes, and are often involved in reproductive functions including male fertility (Gubala et al., 2017; Kondo et al., 2017; Lange et al., 2021), sperm competition (Yeh et al., 2012), courtship (Dai et al., 2008), and pheromone metabolism (Zhang J. et al., 2004). The functional importance of these testes-biased genes is also supported by the prominent signatures of positive selection at these loci (Zhao et al., 2014). Despite the evolutionary significance of the new genes, we know few about the mechanisms through which these novel elements integrated into the regulatory networks. Transcriptomic and protein-protein interaction studies suggest that the targets of some new genes changed dramatically even among closely related species (Chen et al., 2012; Ross et al., 2013), yet the underlying mechanisms are unclear.

While the techniques involved in determining the targets of young protein-coding genes are challenging, it is feasible to predict the targets of newly evolved microRNAs (miRNAs). miRNAs are a class of ubiquitous post-transcriptional regulators that participate in diverse biological processes in eukaryotes (Bartel, 2004; DeVeale et al., 2021). In animals, mature miRNAs (about 22 nt long) prevent the protein accumulation of the targets by either repressing translation or inducing mRNA degradation, through binding to the 3′ untranslated region (3′ UTR) of the transcripts with their seed region (the 2nd–8th nucleotides of the mature sequence) (Bartel, 2009, 2018). Collectively, miRNAs have broad impacts on the transcriptome, as each of them potentially have hundreds of targets (Agarwal et al., 2015). Their effects on individual targets, however, are usually weak (Baek et al., 2008; Selbach et al., 2008). Even for the most highly-expressed miRNAs, the repression effects on individual targets are usually less than 50% (Guo et al., 2010; Stadler et al., 2012).

Using next-generation sequencing techniques, previous studies have identified a large cohort of new miRNAs across taxa (Berezikov, 2011). In *Drosophila*, we have reported that the birth and death of miRNAs is extremely rapid (Lyu et al., 2014). It has been shown that over 40% of the miRNAs are only observed in the specific lineages (Lyu et al., 2014). Among these evolutionarily young miRNAs, 95% of them likely arose from scratch, as their seeds and precursors are different from that of the existing miRNAs (Lyu et al., 2014). It appears that these newly-evolved miRNAs have introduced a wide array of novel miRNA-mRNA interactions. Similar to new protein-coding genes, young miRNAs are inclined to express in testes, and they exhibit strong signatures of positive selection (Lyu et al., 2014; Mohammed et al., 2014). Understanding the mechanisms through which new miRNAs and targets evolve will provide key insights into the evolutionary processes of new genes. For example, how novel components originated and integrated into biological networks.

Our previous study has identified a *Drosophila*-specific miRNA cluster that we refer as *mir-972C* (Lyu et al., 2014). In *Drosophila melanogaster*, it consists of at least 12 miRNA members including *mir-972,* making it the largest new miRNA cluster in this species by far (Marco et al., 2013; Lyu et al., 2014; Mohammed et al., 2018). We speculated that the *mir-972C* is evolutionarily important, as it is highly expressed in testes and its DNA sequences exhibit strong signal of positive selection (Lyu et al., 2014). To understand how newly-evolved miRNAs influence gene regulatory networks, we investigated the evolution of miR-972C sequences and the regulatory networks within *Drosophila*. We found that not only the members of *mir-972C* vary across species, their sequences also undergo rapid changes, which cause the evolution of the target repertoire. In the end, we discussed the selective forces that may drive the evolution of new miRNA clusters in the long-term.

## Materials and Methods

### Genomic Data

*mir-972C* sequences and coordinates were obtained from miRBase (mirbase.org, Release 22.1) (Kozomara et al., 2019). Genome sequences were retrieved from UCSC (genome.ucsc.edu). The genome versions used here are: *D. melanogaster*, dm6; *D. simulans*, droSim1; *D. sechellia*, droSec1; *D. yakuba*, droYak2; *D. erecta*, droEre2; *D. ananassae*, droAna3; *D. pseudoobscura*, dp4; *D. virilis*, droVir3; *Anopheles gambiae*, MOZ2; *Apis mellifera*, Amel_2.0. GTF annotation files, 3′UTR sequences and 3′UTR locations were downloaded from flyBase (flybase.org, file version: *D. melanogaster*, r6.17; *D. simulans*, r2.02; *D. virilis*, r.1.06). Small RNA and mRNA testes deep-sequence libraries from *D. melanogaster*, *D. simulans, D. pseudoobscura*, and *D. virilis* (Czech et al., 2008; Rozhkov et al., 2010; Brown et al., 2014; Lyu et al., 2014; Ahmed-Braimah et al., 2017; Zhao et al., 2018) were retrieved from the GEO database (GEO accession IDs are listed in Supplementary Table S1).

### miRNA Homolog Search, Reads Validation, and Phylogenetic Inference

We searched for *mir-972C* sequences in the *Drosophila* genomes using BLAT (Kent, 2002) with default parameters and an E-value threshold of 0.001. Homologs of the *mir-972C members* in each species were identified using BLAST (Altschul et al., 1990) with queries of the known precursor sequences (miRBase Release 22.1) and an E-value threshold of 0.001. miRNA homologs from different species were aligned using MUSCLE (Edgar, 2004) with default parameters. To validate these miRNAs in *D. melanogaster*, *D. simulans*, D*. pseudoobscura*, and *D. virilis*, we used miRDeep2 (Friedländer et al., 2012) to map the small RNA sequencing reads (see Supplementary Table S1 for the information of the libraries) back to the genomic sequences of the entire cluster with default parameters. We used five standards that derived from a publication (Fromm et al., 2015) to validate miRNAs: 1) at least one miR* read; 2) at least 20 reads mapping to miR and miR* in total; 3) a hairpin structure with at least 13 paired nucleotides in miR:miR* duplex; 4) The top 3 iso-miR reads account for 85% of the miR arm reads and 5) the miR:miR* duplex to background reads ratio is >1. A maximum parsimony analysis was used to infer the origination of the *mir-972C* members by assuming that a miRNA emerged in the most recent common ancestor of all species bearing verified homologs.

### Target Evolution and Functional Analyses

We predicted the target sites using TargetScan (Lewis et al., 2005). “8mer” and “7mer-8A” targets were used for the following analyses. To select testes-expressed genes, we used the published testes RNA-seq data (Supplementary Table S1) and mapped the reads to the genome using STAR (parameters: -runThreadN 4 -runMode genome Generate) (Dobin et al., 2013). Read counts at gene level were calculated by counting all the reads that overlapped any exon for each gene using featureCounts (Liao et al., 2014) followed by TPM (Transcripts Per Kilobase Million) normalization. Genes with an average TPM (across multiple replicates) <  1 were removed from the following analyses. Overlapping targets of the different *Drosophila* species were visualized using BioVenn (Hulsen et al., 2008). We predicted the biological functions of the targets with the DAVID Functional Annotation Clustering analysis (v6.7, david.ncifcrf.gov) (Huang et al., 2009). Categories showing a significant enrichment (adjusted *p*-value < 0.05) are listed in Supplementary Table S2.

### *In vitro* Validation of miR-975 Targets

To construct *pUAST-mir-975* plasmids from each species, we amplified *mir-975* genes from the genomic sequences of *D. melanogaster* (ISO-1), *D. simulan*s (simNC48S), and *D. virilis* (V46) and cloned the fragments into a *pUAST* vector (see Supplementary Table S3 for primers and restriction sites). PCR reactions were carried out using the EX-Taq DNA Polymerase (TAKARA). Cells were transfected in a 48-well plate with 100 ng of *ub-GAL4* and 200 ng of conspecific *pUAST-mir-975* or the control vector (*pUAST* only) using Lipofectamine 2000 (Thermo Fisher Scientific, catalog no.12566014). Samples were collected 48 h after transfection.

Total RNAs were extracted from the samples using TRIzol (Thermo Fisher Scientific, catalog no. 15596026) for qRT-PCR and RNA-seq analyses. To quantify miRNA expression, total RNAs were reverse-transcribed into cDNAs using stem-loop reverse transcription and analyzed using the TaqMan qRT-PCR method following the miRNA UPL (Roche Diagnostics) probe assay protocol (He et al., 2016). The 2S RNA was used as the endogenous control (see Supplementary Table S4 for the qRT-PCR primers). cDNA libraries for each RNA sample were sequenced using the Illumina HiSeq 2000 at the Beijing Genomics Institute (Shenzhen). Reads were mapped to the genomes using TopHat (v.1.3.1) with a parameter -r 20 (Trapnell et al., 2009). Gene expression was estimated by FPKM (Fragments Per Kilobase per Million) using Cufflinks (v.2.1.1) with default parameters (Trapnell et al., 2010). Differentially expressed genes were determined using Cuffdiff (v.2.1.1) with default parameters (Trapnell et al., 2010). Non-expressed genes (FPKM = 0) were removed from the further analyses.

To confirm the *trans* effects of miRNA evolution on target repression, we expressed *dme-mir-975* and *dsi-mir-975* in S2 cells, respectively, and measured the expression of nine predicted targets of *dme-mir-975*. gDNA was removed from total RNAs by using TURBO DNA-free kit (Thermo Fisher Scientific, catalog no. AM 1907). Total RNAs were transcribed into cDNAs with the PrimeScript first strand cDNA synthesis kit (TAKARA Bio, catalog no. 6110A) and followed by a qPCR analysis using the SYBR Premix Ex Taq II kit (TAKARA Bio, catalog no. RR82WR). *rp49* was used as an internal control. Primers used are listed in Supplementary Table S5.

## Results

### Gain and Loss of Members in a Fast-Evolving miRNA Cluster

The *mir-972C* cluster of *D. melanogaster* comprises 12 miRNAs spanning a 10.8-kb region located in the 18C-D band of the X chromosome. 

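In the BDGP6 assembly of the *D. melanogaster* genome, the coordinates of which are those of dm6, the 12 miRNA genes of *mir-972C* lie on the plus strand of chromosome X between 19551152 and 19561931, a span of 10780 bp or 10.8 kb. *mir-975* lies from 19558753 to 19558843, a precursor annotation of 91 bp. *mir-978*, from 19561236 to 19561327, and *mir-979*, from 19561837 to 19561931, lie inside the annotated gene *Grip84*, and the other members lie in no larger annotated gene.

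**Figure D1:**
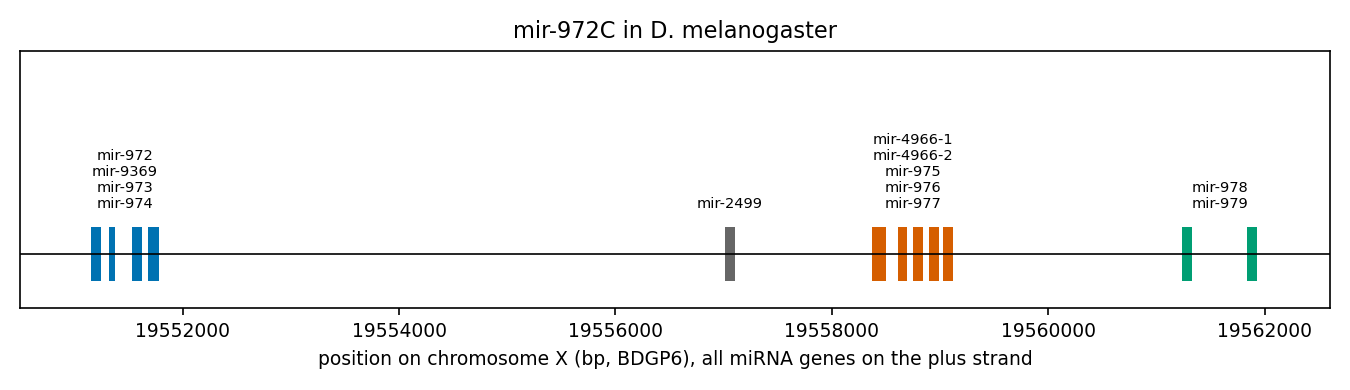
Positions of the 12 miRNA genes of *mir-972C* on chromosome X of *D. melanogaster*, in bp of BDGP6. Each bar is one annotated precursor, drawn to scale and coloured by sub-cluster, and *mir-2499* stands alone in grey at 19557008 to 19557103.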

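The distances in the BDGP6 annotation separate the members into groups. The 4 genes *mir-972*, *mir-9369*, *mir-973* and *mir-974* lie between 19551152 and 19551778 of chromosome X, a span of 627 bp. The 5 genes from *mir-4966-1* to *mir-977* lie between 19558370 and 19559120, a span of 751 bp. The 2 genes *mir-978* and *mir-979* lie between 19561236 and 19561931, a span of 696 bp. The remaining gene, *mir-2499*, lies from 19557008 to 19557103.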

Based on the genomic proximity among members, the cluster was further divided into three sub-clusters (*mir-972/9369/973/974*, *mir-4966-1/4966-2/975/976/977*, *mir-978/979*), spanning less than 1 kb of each, along with an orphan miRNA *mir-2499* (Figure 1). The *mir-972C* members most likely originated *de novo*, as no sequence similarity was found either between the cluster members except for the *mir-4966* duplicates, or between them and other miRNAs that have been characterized in *D. melanogaster* (BLAST search, E < 0.001).

**FIGURE 1:**
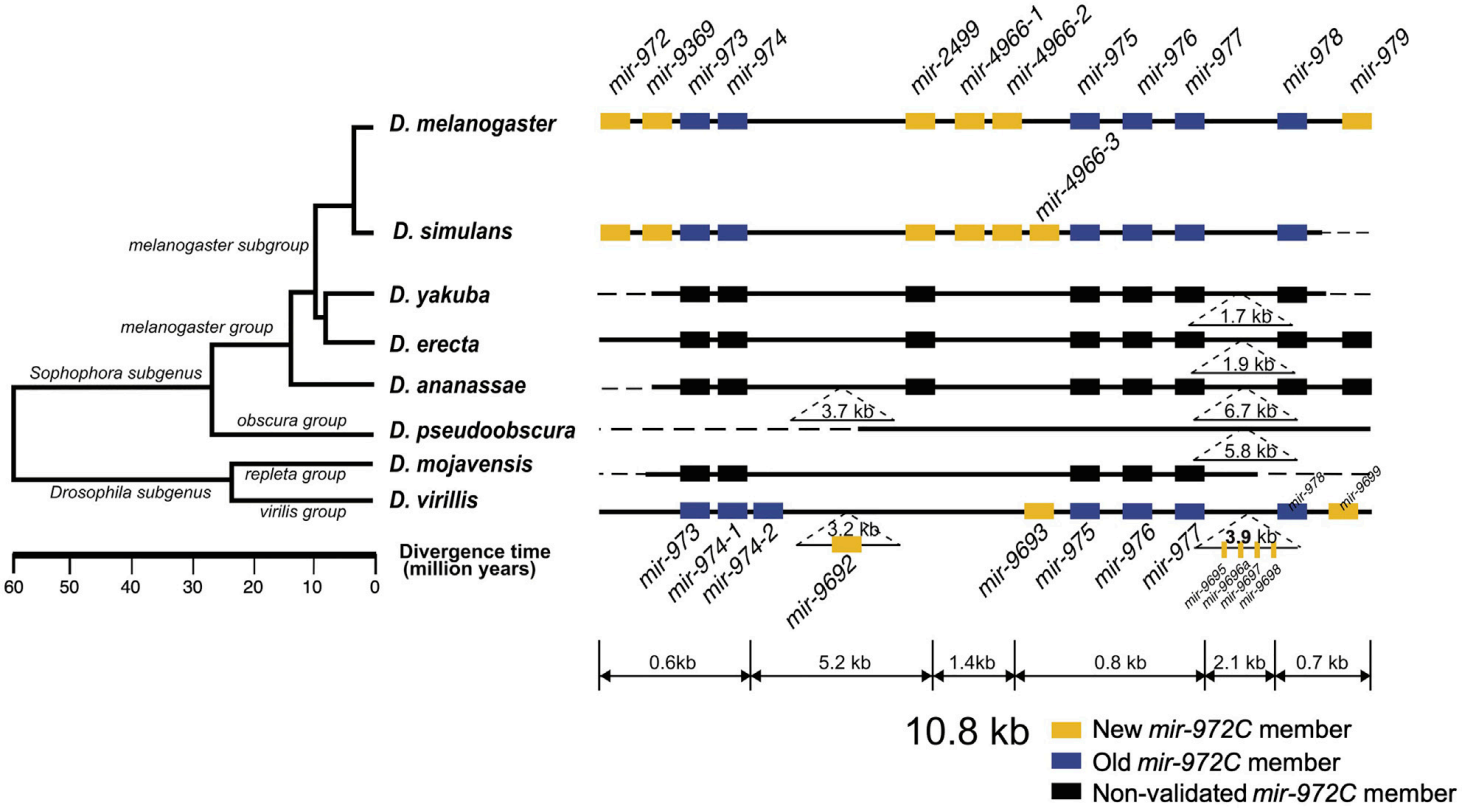
Evolutionary history of the *mir-972* cluster (*mir-972C*) in *Drosophila*. This cluster includes twelves miRNAs with distinct seeds. New (yellow boxes) and old (blue boxes) *mir-972C* members validated through deep sequencing (see Methods) are shown. miRNA homologs are colored in black. Deletions and insertions observed in sequence alignments are represented by dashed lines and inverted triangles. The genomic region is not drawn to scale. The phylogenetic tree was previously reconstructed based on whole-genome sequences (Clark et al., 2007).

To investigate the origin and evolution of *mir-972C*, we searched for the orthologs of these miRNA genes in other *Drosophila* species, and in *Aedes* (mosquito) and *Apis* (honey bee) which have diverged from *Drosophila* 250 and 300 million years ago, respectively (Honeybee Genome Sequencing Consortium 2006; Yeates and Wiegmann, 1999). We found homologous sequences in all the seven *Drosophila* genomes surveyed (*D. simulans*, *D. yakuba*, *D. erecta*, *D. ananassae*, *D. pseudoobscura*, *D. mojavensis*, and *D. virilis*), but failed to detect any homologs in the mosquito or the honey bee genomes. This result indicates that *mir-972C* most likely emerged in the common ancestor of *Drosophila* between 60 and 250 million years ago. After origination, individual members of *mir-972C* have undergone rapid birth and death. In the *D. pseudoobscura* genome, the homologous sequences of *mir-2499* and *mir-979* were identified. Using the conspecific testes library, we were unable to detect the expression of these sequences, suggesting the loss of the entire cluster in this species (Figure 1). The distribution of individual miRNAs also varies across the remaining species. For example, *mir-973/974/975/976/977/978* sequences are represented in all the species except *D. pseudoobscura*, while other miRNAs have been lost in various lineages (Figure 1).

To date the origin time of each miRNA, we validated the expression of individual *mir-972C* members in the *Drosophila* species where small RNA sequencing data from testes were available, including: *D. melanogaster*, *D. simulans*, *D. pseudoobscura*, and *D. virilis* (see Supplementary Table S1 for data information). Using the recently proposed criteria for miRNA annotation (Fromm et al., 2015), we found that *mir-973/974/975/976/977/978* are expressed in *D. melanogaster*, *D. simulans*, and *D. virilis*; *mir-972/9369/2499/4966* are expressed in *D. melanogaster* and *D. simulans*, *mir-979* is only expressed in *D. melanogaster*, and *mir-9692/9693/9695/9696a/9697/9698/9699* only exist in *D. virilis* (see Supplementary Data for arm occupancy). miRNA expression in *D. pseudoobscura* was not detected.

Taken together, these results indicate that *mir-972C* initially originated in the common ancestor of *Drosophila* and subsequently diverged among different clades. Although the cluster originated more than 60 million years ago, the youngest member, *mir-979*, emerged in the recent 4 million years. Based on the phylogeny, we classified the miRNAs into the new members that originated after the *Sophophora*/*Drosophila* split (*mir-972/9369/2499/4966/979*) and the old members that arose before that event (*mir-973/974/975/976/977/978*) (Figure 1).

### Evolution of miR-972C Targets Mediated by Seed Innovation

After showing the evolution of the *mir-972C* members, we continued to investigate the sequence changes in individual miRNAs among *D. melanogaster*, *D. simulans*, and *D. virilis*. We are particularly interested in the alterations in the seed sequences as they are responsible for target recognition. The precursor alignments (Supplementary Figure S1) reveal two types of seed changes: 1) seed shifting, in which the dominant mature miRNA is shifted due to the changes in Drosha and Dicer processing (e.g., *mir-976*), and 2) arm switching, in which the mature miRNA switches to the other arms of the precursor (e.g., *mir-975*). We further inferred the time that the these two types of events occurred on the phylogenetic tree (Figure 2A). As shown in Figure 2A, six of the nine events occurred after the split of *D. melanogaster* and *D. simulans* in the recent 4 million years. Both the new and the old *mir-972C* members are involved in this seed innovation. The arm switching of *mir-975* occurred after the split of *D. virilis* and *D. melanogaster*/*D. simulans* but it is unclear on which branch (Figure 2A). *mir-978* is the only member that experienced both seed shifting and arm switching, and its seed is different among all three species (Supplementary Figure S1).

**FIGURE 2:**
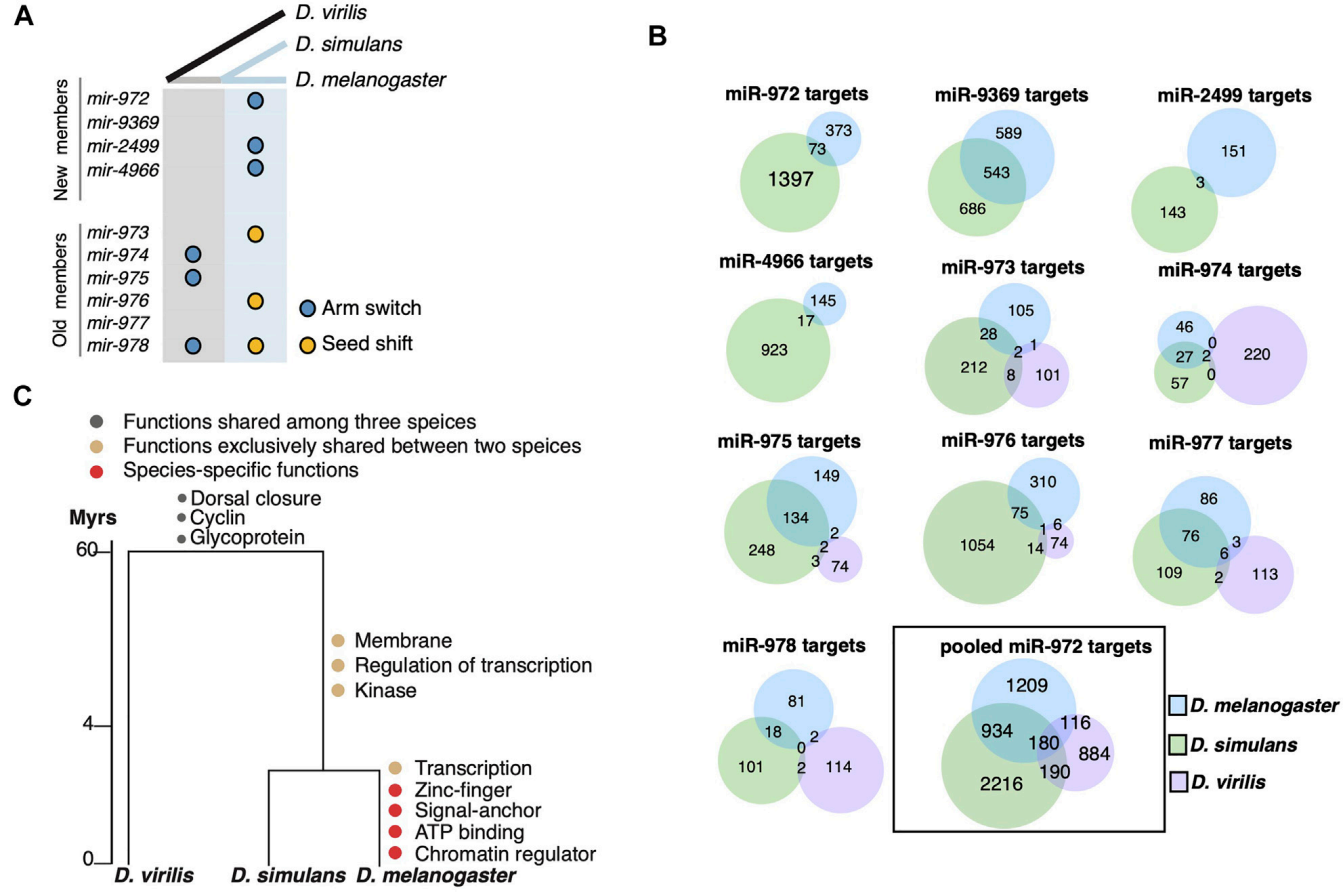
Evolution of miR-972C targets. **(A)** *miR-972C* seed innovations. Arm switching (blue circles) and seed shifts (yellow circles) were inferred and denoted along ancestral (grey) and recent (light blue) branches. **(B)** Venn diagrams depict the number of shared targets of individual miR-972C member targets or pooled cluster targets. **(C)** Functional evolution of targets. GO categories of shared and lineage-specific targets are indicated on the corresponding evolutionary branches.

Observing the significant changes in the seed region, we studied the evolution of miR-972C targets. Since *mir-975C* appears exclusively expressed in testes, we first excluded genes that are not expressed in this tissue from the target analysis. To this end, RNA-seq reads from the testes of *D. melanogaster*, *D. simulans*, and *D. virilis* (Brown et al., 2014; Ahmed-Braimah et al., 2017) were mapped to the conspecific genome and the number of reads within each gene was normalized to TPM (Transcript Per Million). After removing the genes whose expression was not supported by enough reads (TPM <1), we retained 11,149 genes in *D. melanogaster*, 11,832 in *D. simulans*, and 10,453 in *D. virilis* for further analyses. Overall, 37.9% of the transcripts expressed in testes were overlapped among the three species (see Supplementary Figure S2A for the numbers of overlapping and species-specific transcripts. 37.9% is as the proportion of the overlap targets relative to the total targets in the species). It has been reported that testes-expressed genes exhibit lineage-specific bursts of rapid evolution and positive selection (Haerty et al., 2007; Parsch and Ellegren, 2013), which likely to contributes to the limited overlap among the *Drosophila* species. Next, we searched for the miR-972C target sites on the 3′-UTR of these testes-specific transcripts using TargetScan (Agarwal et al., 2018). As shown in Figure 2B, the number of the overlapping targets between the *D. melanogaster*/*D. simulans* branch and *D. virilis* is extremely small (<10 for each miRNA). Since TargetScan searches for miRNA target sites on the 3′UTR that pair with the seed sequences, target divergence among species is either due to the changes in the seed sequences themselves, or due to the alterations of miRNA binding sites on the 3′-UTRs. As for *mir-974* and *mir-977*, their seeds are fully conserved among the *Drosophila* species. Even so, their targets are not shared much among the species, suggesting significant changes in the miRNA binding sites on the 3′UTRs. Considering the sequences of testes-expressed genes have evolved much faster (Haerty et al., 2007; Parsch and Ellegren, 2013), the limited number of sharing targets is not completely surprising. In addition, 3′UTRs of testes-expressed genes are significantly shorter (Sanfilippo et al., 2017), which makes them less likely to be targeted by miRNAs. The 3′UTR shortening might contribute to the low number of sharing targets as well. These results suggest that 3′UTR divergence also plays an important role in the target evolution of miR-972C.

We took a closer look at the target divergence between *D. melanogaster* and *D. simulans*. While the *mir-9369/974/975/977* seeds are identical between these species (Supplementary Figure S1), the proportion of overlapping targets ranges from 22.0 to 29.9% (Figure 2B). Both seed shifting and arm switching significantly reduced the overlap: only 1.0–4.0% of targets are shared between the two species after arm switching (*mir-972/2499/4966,* Figure 2B), and 5.2–8.8% are shared after seed shifting (*mir-973/976/978*) (Figure 2B). Although the number of overlapping targets between *D. melanogaster* and *D. simulans* was small for each miRNA after seed changes, the overlap in targets for the entire cluster (22.8%) was largely comparable with that of the miRNAs with identical seeds (Figure 2B). This is likely because a 3′UTR targeted by a *mir-972C* member in one species can be targeted by a different member in another. These observations support the idea that although the targets of each miRNA evolve rapidly, the entire miRNA cluster keeps a relatively conserved target pool.

To understand the biological consequences of miR-972C target evolution*,* we examined the functional enrichment of the predicted targets on each evolutionary branch using DAVID (Huang et al., 2009). Mutual targets that are shared among the three species are enriched in “dorsal closure” (*p* = 1.0E-05), “Cyclin” (*p* = 0.046) and “Glycoprotein” (*p* = 0.039), indicating a possible role of this cluster in the common ancestor (Figure 2C, Supplementary Table S2). After the split of *D. virilis* and the *D. melanogaster/D. simulans* branch, we observed a burst of new GO categories on the *D. melanogaster/D. simulans* branch and also in *D. melanogaster* (i.e., regulation of transcription, *p* = 0.027), consistent with the increase in the target number of this lineage (Figure 2B). Interestingly, *D. melanogaster* continued to gain new targets that are involved in “transcription” (*p* = 1.1E-03), suggesting a reinforcement of the ancestral functions. These results indicate that the evolution of miR-972C targets may contribute to functional innovation between species.

### Both Seed and Non-seed Mutations Contributed to the Target Evolution of miR-975

Among the members of miR-972C, miR-975 is especially intriguing as it has distinct effects on male reproduction between *D. melanogaster* and *D. simulans* (Zhao et al., 2021), and thus offers an opportunity to study the functional evolution of miRNAs. *mir-975* has undergone substitutions in both seed and non-seed regions (Figure 2A, Supplementary Figure S1). The *mir-975* seed in *D. virilis* is completely different from those in *D. melanogaster* and *D. simulans* as a result of arm switching (Figure 2A, Supplementary Figure S1). Furthermore, there is a single nucleotide substitution right next the seed region in the mature miR-975 sequences between *D. melanogaster* and *D. simulans* (Supplementary Figure S1).

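As drawn in Supplementary Figure S1, mature dvi-miR-975 is ACAAGATGTATGGGGTGTCT and comes from the other arm of the precursor than mature dme-miR-975, TAAACACTTCCTACATCCTGTAT. Counted from 1 at the 5′ end, positions 2 to 8 read CAAGATG in dvi-miR-975 and AAACACT in both dme-miR-975 and dsi-miR-975. When these 7 positions are set side by side, 3 of the 7 hold the same base by position.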

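Mature dme-miR-975 is TAAACACTTCCTACATCCTGTAT and mature dsi-miR-975 is TAAACACTGCCTACATCCTGTAT, as drawn in Supplementary Figure S1, and both are 23 nucleotides long. The only substitution between them is T9G, given as the base of dme-miR-975, the position counted from 1 at the 5′ end and the base of dsi-miR-975. Position 9 follows the seed at positions 2 to 8, which reads AAACACT in both species.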

To understand the impact of *mir-975* sequence evolution on its target repertoire, we overexpressed the conspecific *mir-975* sequences in cells derived from *D. melanogaster* (S2), *D. simulans* (ML-82-19a), and *D. virilis* (WR-Dv-1) and monitored the expression changes of both miR-975 itself and the transcriptome as a whole. 

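The transcriptome data comprised 12 RNA-seq libraries. In each of the 3 cell lines, 2 libraries came from cells transfected with the conspecific *pUAST-mir-975* vector and 2 from cells transfected with *pUAST* only, in both cases with 200 ng of the *pUAST* vector and 100 ng of *ub-GAL4*, and cells were collected after 48 h. The *ub-GAL4* vector supplies the GAL4 activator that drives transcription from *pUAST*. The authors mapped the reads with TopHat to the genome of the species each line came from and deposited the gene-level FPKM of each library as estimated by Cufflinks, without pooling replicates. The files listed 13854 genes for S2, 15413 for ML-82-19a and 14491 for WR-Dv-1, each under identifiers of its own species. Of the S2 identifiers, 13309 were matched to a gene symbol. No member of *mir-972C* is listed among the S2 genes, so the overexpression of miR-975 itself was not followed in these values.

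FPKM carries no read count, but most values of weakly expressed genes lie near whole multiples of what 1 fragment is worth. From these steps the S2 libraries were estimated to hold 12.2M and 12.8M fragments with miR-975 and 14.5M and 10.3M in the controls (M, mega). For the other 2 lines only relative depth was estimated. The deepest library of ML-82-19a, control replicate 2, was 1.46 times as deep as the shallowest, control replicate 1, and in WR-Dv-1 the deepest was 1.18 times as deep as the shallowest. Genes listed at an FPKM of 0 numbered 3832 to 4078 per library in S2, 5869 to 6234 in ML-82-19a and 4114 to 4249 in WR-Dv-1.

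On log2(FPKM + 1), over genes with a mean FPKM of at least 1 in at least one group, Pearson's correlation across genes was 0.993 to 0.994 between replicates and 0.993 to 0.995 between a miR-975 and a control library in S2. The ranges were 0.973 to 0.974 and 0.968 to 0.977 in ML-82-19a, and 0.985 to 0.988 and 0.984 to 0.989 in WR-Dv-1. In each line, therefore, libraries of different treatments were about as correlated as replicates were. A correlation over all genes cannot show whether a part of them changed. Fold changes below are the log2 ratio of the mean FPKM with miR-975 to the mean FPKM of the controls, without a pseudocount, over genes with a mean FPKM above 0 in both groups. Single genes were tested with limma on log2(FPKM + 1), a scale that understates the change of weakly expressed genes. On simulated data with the spread of the S2 libraries, this test called 93.5% of 200 genes changed 2-fold and none of 200 genes changed 1.2-fold. These genes were drawn only from genes with a higher control FPKM than the test requires. The share found among weaker tested genes was therefore not measured.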

Quantitative PCR confirmed that miR-975 was only expressed in cells transfected with the *pUAST-mir-975* vector but not in cells transfected with the control *pUAST* vector (Figure 3A). 

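TPM was computed from the deposited FPKM by scaling every library to the same sum. A mean TPM of at least 1 over the 4 libraries of a line was reached by 7426 of the 13854 genes listed for S2, 7637 of the 15413 listed for ML-82-19a and 7938 of the 14491 listed for WR-Dv-1. In single libraries the number ranged from 7410 to 7445 in S2, from 7549 to 7644 in ML-82-19a and from 7886 to 7957 in WR-Dv-1. The difference between the lines was therefore larger than the spread between libraries of one line. The alternative that moved these counts most was to require an FPKM above 0 in every library, which gave 8911, 8389 and 9275 genes. Genes were counted within each species' own annotation, and the pairing of genes between species was not analysed here.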

Venn diagram shows that the vast majority of the transcripts expressed in the three cell lines were overlapped (Supplementary Figure S2B). When miR-975 was overexpressed, predicted targets were significantly down-regulated compared to the transcriptomes of the *D. melanogaster* and the *D. simulans* cells (Figures 3B,C, Kolmogorov-Smirnov test, both *p* < 0.05). 

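The fold changes of the whole transcriptome were computed for both lines, whereas the lists of predicted targets and the Kolmogorov-Smirnov comparison were not analysed here. In S2, 9894 genes had a mean FPKM above 0 in both groups, and their median log2 ratio was 0.0014. Of these genes, 12.9% fell by the 1.2-fold cut-off or more and 10.8% rose by as much. In ML-82-19a the median over 9357 genes was -0.0063, with 15.1% of genes falling and 13.1% rising. Between single replicates of the same treatment, 10.7 to 14.6% of genes were lower by 1.2-fold in S2 and 13.0 to 18.3% in ML-82-19a. Single miR-975 libraries set against single control libraries gave 11.6 to 15.0% in S2 and 12.5 to 20.2% in ML-82-19a, which overlaps the range between replicates. The percentage in S2 depended most on the pseudocount, and was 2.87% with a pseudocount of 1.

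With limma, no gene reached an adjusted p-value under 0.05 in S2 among 7366 genes tested, and 464 had an unadjusted p-value under 0.05. In ML-82-19a no gene among 7634 did, and 511 had an unadjusted p-value under 0.05. The other 2 splits of the ML-82-19a libraries, each mixing miR-975 and control libraries, called 3 genes each. The replicate numbers in the labels could pair each miR-975 library with a control library. With the replicate number as a block, limma called 63 genes in S2, 28 higher and 35 lower with miR-975, and 0 in ML-82-19a, where 399 genes had an unadjusted p-value under 0.05. The deviations of same-numbered libraries from their group means had a correlation across genes of -0.015 in S2 and 0.087 in ML-82-19a, or 0.015 and -0.067 over the genes above 0 in every library, so this correlation does not settle whether the numbers pair the libraries. In ML-82-19a, the libraries numbered 1 shared the most genes at 0 of any pair, 8 with a mean FPKM of at least 10 in the other 2 libraries.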

The repression magnitude is small, consistent with the weak repression from miRNAs (Zhao et al., 2017; Chen et al., 2019). 

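Among the genes that Figure 3E lists as down-regulated in *D. melanogaster*, 34 of 36 could be matched to the S2 values, and their median log2 ratio was -0.71, within a range from -3.21 to 0.37. These genes were selected in the paper for their repression, so no p-value for their repression is given. Most of these genes were weakly expressed. The median of their mean FPKM was 0.188, and 29 of the 34 had a mean FPKM below 1. Among all S2 genes with a mean FPKM below 0.1, 74.2% changed by at least 1.2-fold in either direction between miR-975 and control, against 2.54% of genes with a mean FPKM of at least 10. When the same 4 libraries were split in the other 2 ways, each mixing miR-975 and control libraries, the percentages were 77.9 and 73.8% below 0.1 FPKM and 1.33 and 1.15% from 10 FPKM upwards. *Eip74EF* (FBgn0000567) was the most strongly expressed of the listed genes, with an FPKM of 15.2 ± 0.063 (SD, n = 2) with miR-975 and 18.7 ± 0.32 (SD, n = 2) in the controls. Its log2 ratio was -0.29. Both of its miR-975 libraries lay below both controls.

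**Figure D2:**
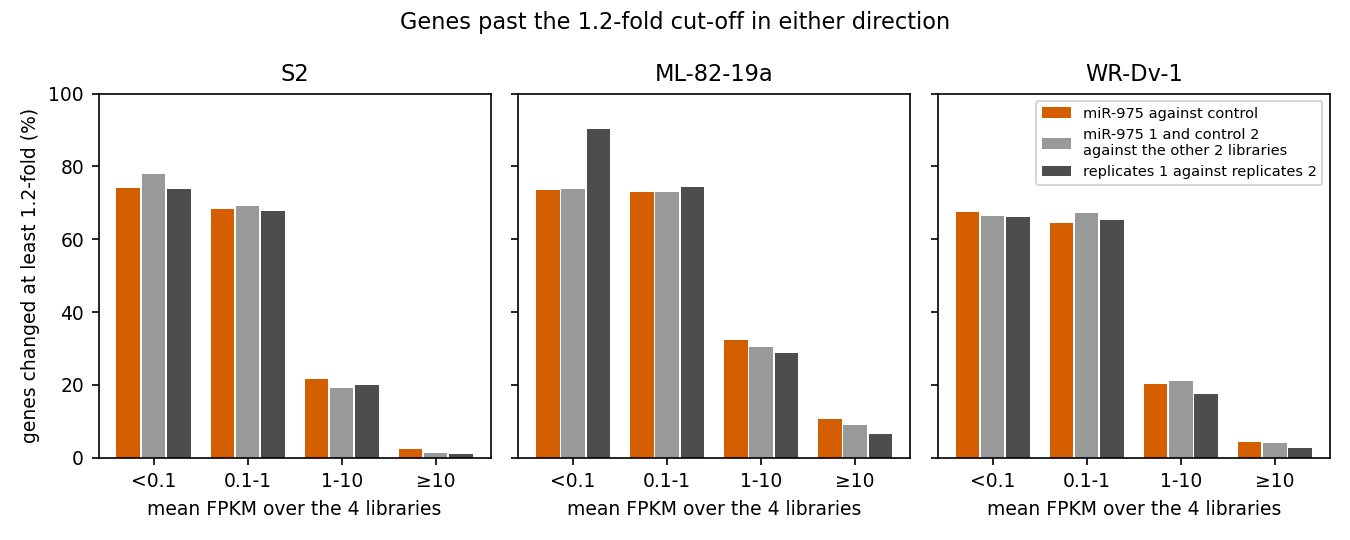
Percentage of genes that changed by at least 1.2-fold in either direction, by mean FPKM over the 4 libraries, in each cell line. Orange bars compare miR-975 with control, and grey bars compare the same libraries in the other 2 splits. In S2 the orange bar is 74.2% below 0.1 FPKM and 2.54% from 10 FPKM upwards.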

Target repression is not significant in *D. virilis* cells (Kolmogorov-Smirnov test, *p* = 0.41, Figure 3D), probably because there are only a few predicted targets in this species (*n* = 65).

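In WR-Dv-1 cells, 10312 genes had a mean FPKM above 0 in both groups and a median log2 ratio of 0.0060. Of these genes, 12.3% fell by at least 1.2-fold and 10.7% rose by as much with miR-975. Between replicates of the same treatment, 10.1 to 15.0% of genes were lower by 1.2-fold, and single miR-975 libraries set against single controls gave 11.8 to 16.1%. The list of predicted *D. virilis* targets was not used here. In limma, 1 of 7863 genes had an adjusted p-value under 0.05, and 449 had an unadjusted p-value under 0.05. That gene, FBgn0206857, was listed at an FPKM of 0 in both miR-975 libraries and at 18.3 and 16.1 in the controls, a log2 fold change of -4.18 on the log2(FPKM + 1) scale (standard error 0.13, adjusted p = 0.0019 from limma with Benjamini-Hochberg adjustment). An FPKM of exactly 0 can be a failed estimate, and 5 other genes of this line were at 0 in both libraries numbered 1, of either treatment, while their mean FPKM was at least 10 in the libraries numbered 2. With the replicate number as a block, the call was unchanged at 1 gene. The correlation of same-numbered deviations was 0.064, or -0.18 over the genes above 0 in every library, and under the crossed pairing, tried after the data had been seen, the count was also 1. The other 2 splits of these libraries, each mixing miR-975 and control libraries, called 5 and 2 genes without a block. With a block they called 0 and 12.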

**FIGURE 3:**
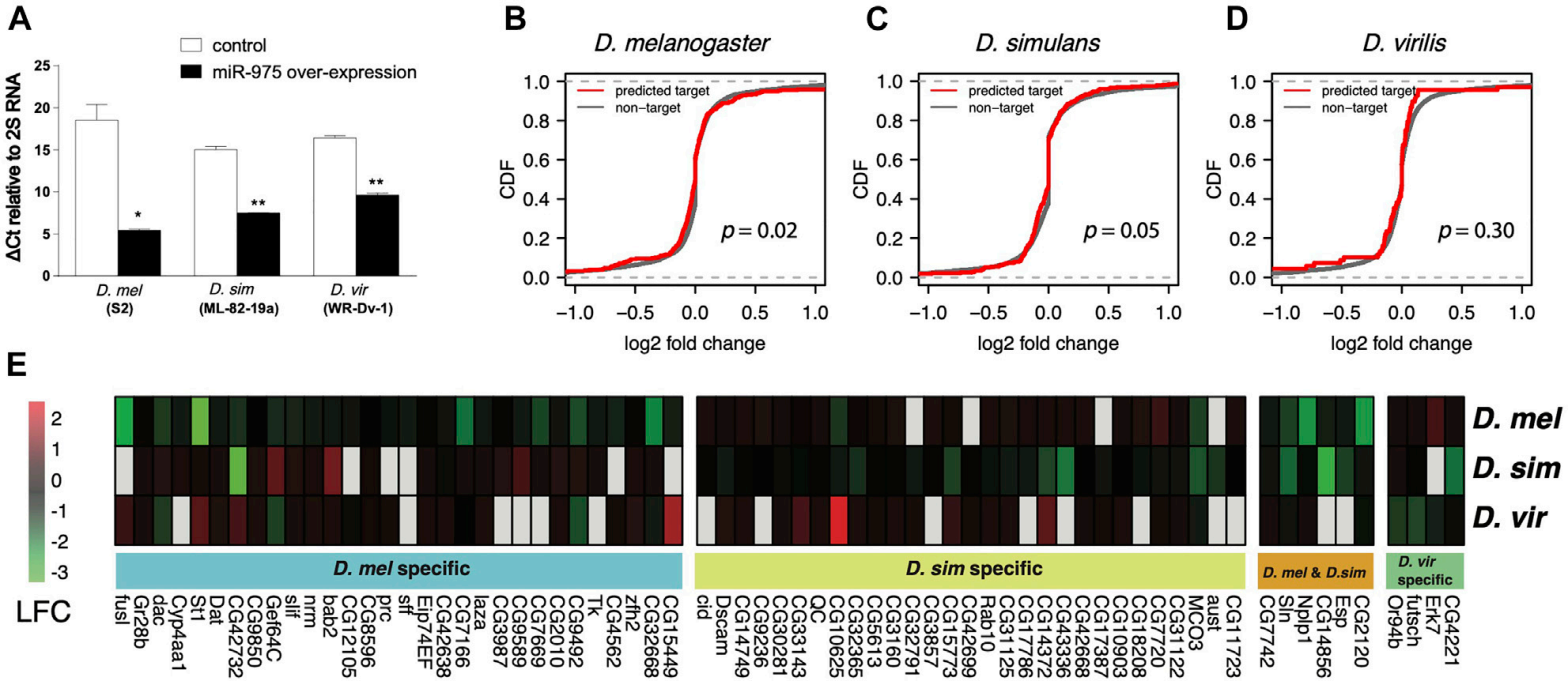
*In vitro* validation of *miR-975* target divergence. **(A)** Relative miR-975 expression levels in *D. melanogaster* (S2), *D. simulans* (ML-82-19a), and *D. virilis* (WR-Dv-1) cell lines after transfection with the pUAST-only vector (control) or conspecific pUAST-mir-975. The bar plot shows ΔCt values (Ct_miR-975_—Ct_2S RNA_) from the qRT-PCR assays. **(B–D)** Effect of *miR-975* on predicted targets and non-targets in cell lines derived from *D. melanogaster* **(B)** *, D. simulans* **(C)**, and *D. virilis* **(D)**. (CDF: cumulative distribution function. *p*-values from the Kolmogorov-Smirnov test are shown). **(E)** Heatmap shows the log2 fold change (LFC) of validated *miR-975* targets in the three species.

Using 1.2-fold repression as a cut-off (Wen et al., 2011), we found 36 targets that were down-regulated in *D. melanogaster*, 35 in *D. simulans*, and four in *D. virilis* (Figure 3E). 

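For *D. melanogaster*, 34 of the 36 genes named in Figure 3E were matched to the S2 values, and *Dat* and *CG9492* were not matched to a single listed gene. The log2 ratio of the mean FPKM was at or below the 1.2-fold cut-off for 31 of the 34. In 16 of the 34 genes both miR-975 libraries lay below both controls, and in no gene did both lie above. In 13 genes at least 1 library was listed at an FPKM of 0. The largest fall was that of *St1* (FBgn0034887), on chromosome 2R of BDGP6 from 23681623 to 23682952, which had an FPKM of 0.040 ± 0.057 (SD, n = 2) with miR-975 and 0.37 ± 0.14 (SD, n = 2) in the controls, a log2 ratio of -3.21. *CG9850* had the highest ratio, 0.37, from an FPKM of 0.018 ± 0.026 (SD, n = 2) with miR-975 and 0.014 ± 0.020 (SD, n = 2) in the controls. The 2 same-numbered pairs of libraries moved in opposite directions for 10 of the 34 genes, 3 of them with an FPKM of 0 in at least 1 library of a pair. Among the other 7 were *laza*, with a log2 ratio of 0.10 in pair 1 and -1.46 in pair 2, and *CG3987*, with 0.58 in pair 1 and -0.65 in pair 2.

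For 18 of the 34 genes the number of fragments could be recovered from the FPKM steps. They had between 2 and 47 fragments over the 4 libraries together, with a median of 9.5, and at most 18 in any one library. *Gr28b*, on chromosome 2L from 7454826 to 7462247, had 1 fragment in miR-975 replicate 2, 1 fragment in control replicate 2 and 0 in the other 2 libraries, and its log2 ratio of -0.27 reflects the difference in depth between those 2 libraries.

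The count of genes past the cut-off depended most on how weak expression was treated. It was 24 of 34 with a pseudocount of 0.1 and 7 with a pseudocount of 1, and 5 of the 6 genes with a mean FPKM of at least 1 in at least one group passed. When the cut-off had to be met in both same-numbered pairs of libraries, 17 genes passed. In this count an FPKM of 0 in the miR-975 library of a pair was taken as a fall. *Nplp1* thus met the cut-off in pair 1 with 0 fragments against 1. *Sln* met it in pair 2 with 1 fragment against 1, through the difference in depth alone. From its cell experiments taken together, which include the target lists of the 3 species and qPCR of arm switching, the paper concludes that changes inside and outside the seed of *mir-975* both contribute to the evolution of its targets.

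**Figure D3:**
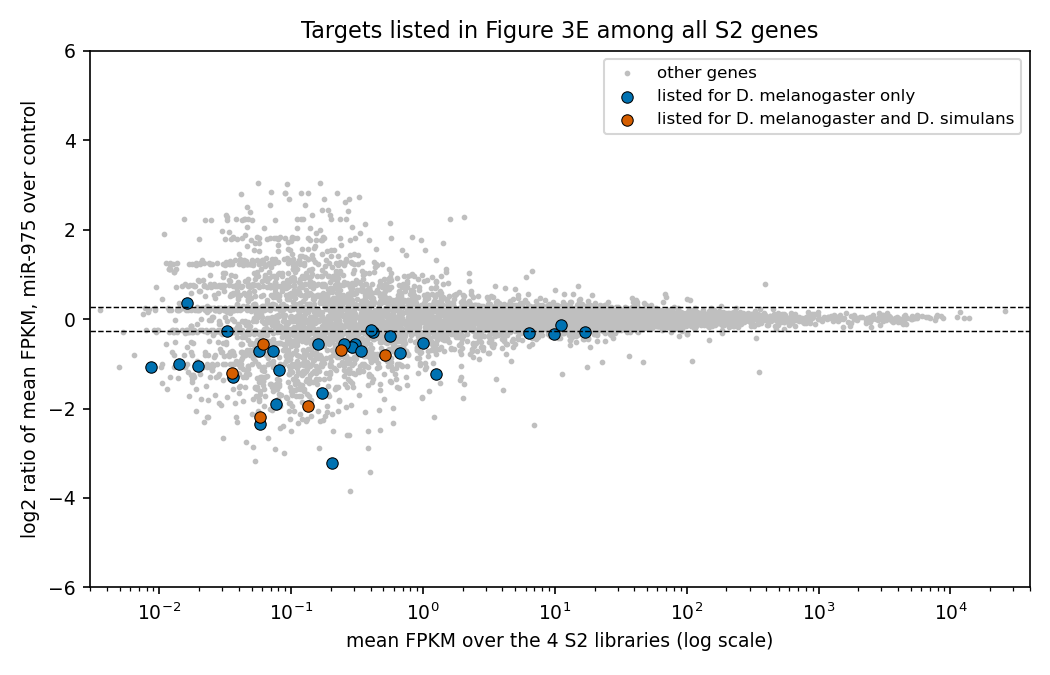
Log2 ratio of mean FPKM, miR-975 over control, against the mean FPKM over the 4 S2 libraries, on a log axis. Grey points are other genes, coloured points are the 34 matched genes of Figure 3E, and dashed lines mark 1.2-fold changes. Of 9894 genes, 55 lie outside the plotted range. The spread of the grey points widens below an FPKM of 1, where 29 of the 34 coloured points lie.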

As expected, none of these targets were shared between *D. virilis* and the other two species. 

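The *D. melanogaster* genes with the names of the 4 *D. virilis* targets in Figure 3E were followed in the S2 libraries, where dme-miR-975 was overexpressed. *Or94b* and *CG4221* were listed at an FPKM of 0 in all 4 libraries, so no ratio was computed. *futsch*, on chromosome X of BDGP6 from 1409069 to 1453686, had an FPKM of 0.299 ± 0.052 (SD, n = 2) with miR-975 and 0.298 ± 0.011 (SD, n = 2) in the controls, a log2 ratio of 0.0052 that is smaller than the difference between replicates. *Erk7*, on chromosome X from 9261376 to 9267698, had an FPKM of 0.023 ± 0.00060 (SD, n = 2) with miR-975 and 0.014 ± 0.020 (SD, n = 2) in the controls, a log2 ratio of 0.74. These *Erk7* values correspond to 1 fragment in each of 3 libraries and 0 fragments in control replicate 1. Neither gene with a ratio was past the 1.2-fold fall in S2 over all libraries. When control replicate 1 was left out, the ratio of *Erk7* became -0.265, just past that fall. Each library left then held 1 fragment, so that ratio reflects depth. The values of their *D. virilis* counterparts were not analysed here, since the WR-Dv-1 files list genes by identifiers that were not paired with names.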

We also confirmed arm switching of dvi-miR-975 in WR-Dv-1 cells using qPCR (Supplementary Figure S3). These results indicated that the target pool was completely changed by arm switching. Between *D. melanogaster* and *D. simulans,* although the seed of miR-975 is identical, only six (9.2%) of the down-regulated targets are identical (Figure 3E). 

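All 6 genes listed in Figure 3E for both *D. melanogaster* and *D. simulans* were past the 1.2-fold fall in S2, with log2 ratios from -2.18 to -0.56, and all 6 had a mean FPKM below 1. *CG14856*, on chromosome 3R of BDGP6 from 14798986 to 14801163, was the most strongly expressed, with an FPKM of 0.376 ± 0.10 (SD, n = 2) with miR-975 and 0.655 ± 0.029 (SD, n = 2) in the controls, a log2 ratio of -0.80. Its values correspond to 10 and 7 fragments with miR-975 and 18 and 12 in the controls. *Sln* had 1 and 1 fragments with miR-975 and 4 and 1 in the controls, so its control replicate 2 exceeds the miR-975 libraries only through its lower depth. *Nplp1*, on chromosome 2R from 25032377 to 25040377, had the largest fall, a log2 ratio of -2.18, from 0 and 1 fragments with miR-975 and 1 and 3 fragments in the controls. *CG2120* had a log2 ratio of -1.95, *Sln* of -1.21, *Esp* of -0.70 and *CG7742* of -0.56. In *CG14856*, *CG2120* and *Sln* both miR-975 libraries lay below both controls, whereas the libraries overlapped in *Nplp1*, *Esp* and *CG7742*. For *CG7742* the direction changed to a log2 ratio of 0.44 when miR-975 replicate 1 was left out. Without control replicate 2, *Esp* was at -0.10, short of the cut-off, and *Nplp1* at -0.80.

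Of the 29 genes listed for *D. simulans* only, 27 had a mean FPKM above 0 in both groups of S2 libraries. The other 2 were at 0 in both miR-975 libraries and had 1 fragment in 1 control each, so no ratio was computed. The median log2 ratio of the 27 genes was -0.00089, 15 fell and 12 rose, and 3 were past the 1.2-fold fall. The largest fall among them was that of *CG10625*, with a log2 ratio of -1.50 and a listed FPKM of 0 in miR-975 replicate 1, and the largest rise was that of *CG7720*, with a log2 ratio of 0.54. The 27 genes are not directly comparable with the *D. melanogaster* list, since weakly expressed genes pass the cut-off more often. Their median mean FPKM was 4.13 against 0.188 for that list, and 18 of the 27 were at 1 or more. The 3 genes past the fall were all below 0.1. Genes listed for *D. simulans* only are those the paper did not list as repressed in S2, so few falls among them are no independent result. The ML-82-19a values of the 29 genes were not analysed here, since that line's identifiers were not paired with names.

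**Figure D4:**
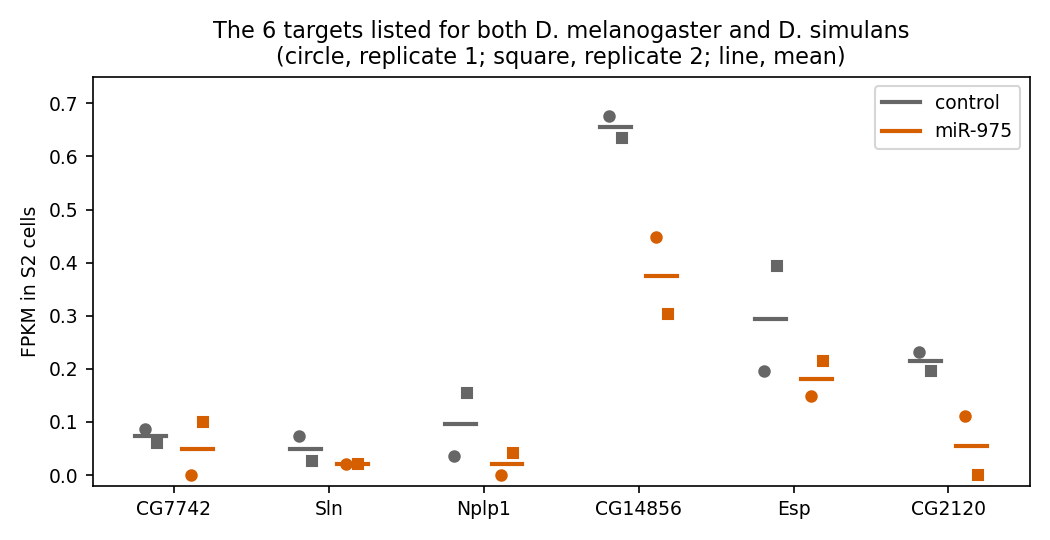
FPKM of the 6 genes listed for both species in each S2 library. Circles are replicate 1, squares are replicate 2 and lines are the means of 2 libraries, with controls in grey and miR-975 in orange. The highest control mean is 0.655 for *CG14856*, and the libraries of the 2 treatments overlap in *CG7742*, *Nplp1* and *Esp*.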

Taken together, our *in vitro* experiments demonstrate that both seed and non-seed changes in *mir-975* contribute to the evolution of target regulatory networks among the *Drosophila* species.

### *D. simulans* miR-975 Has a Weaker Effect on the *D. melanogaster* Transcriptome Than the Conspecific miR-975

Since the evolution of miRNA sequences and 3′UTRs could both contribute to the changes in miRNA targeting (Hausser and Zavolan, 2014), we next investigated the trans effects of miR-975 on the *D. melanogaster* transcriptome. As shown in Supplementary Figure S1, the ninth base of the *mir-975* mature sequences underwent a transversion (G ->U) after the split of *D. melanogaster* and *D. simulans* (Figure 4A). As a result, target sites complementary to the ninth base of the *mir-975* mature sequence were enriched for adenine (A) in *D. melanogaster* but enriched for cytosine (C) in *D. simulans* (*p* < 0.05, Fisher’s exact test, Figures 4B,C). To determine the effects of this mutation, we conducted reporter assays by transferring either the *dme-mir-975* or the *dsi-mir-975* fragment to the *D. melanogaster* S2 cells, along with a ub-Gal4 driver (see Materials and Methods). qPCR assay shows that both dme-miR-975 and dsi-miR-975 were highly expressed in the S2 cells after transfection (Supplementary Figure S4), and miR-975 was not detected in the S2 cells transfected with the ub-Gal4 control. We examined the expression of nine *D. melanogaster* specific targets that have an “A” site complementary to the ninth base of the mature dme-miR-975. Six out of the nine targets were significantly down-regulated by overexpressing dme-miR-975 (*p* < 0.05, student’s t-test), whereas none was repressed by overexpressing dsi-miR-975 (Figure 4D), despite the expression level of dsi-miR-975 was much higher than dme-miR-975 (Supplementary Figure S4). These results suggest that even the innovation of non-seed region mediates significant changes in target repertoire. Importantly, since 70.6–86.0% of the transcripts that expressed (TPM ≥ 1) in the S2 cells were also detected in the testes (Supplementary Figure S2C), our *in vitro* analysis has strong implications on the evolution of miRNA target repertoire *in vivo*.

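In the S2 libraries, 7426 genes had a mean TPM of at least 1 over the 4 libraries, 53.6% of the 13854 genes listed. In single libraries the number was between 7410 and 7445. Over the 2 control libraries alone it was 7439, and with an FPKM of at least 1 in place of TPM it was 7305. Among the genes of Figure 3E matched in S2, 5 of the 34 listed for *D. melanogaster* had a mean FPKM of at least 1. The testes libraries were not analysed here.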

**FIGURE 4:**
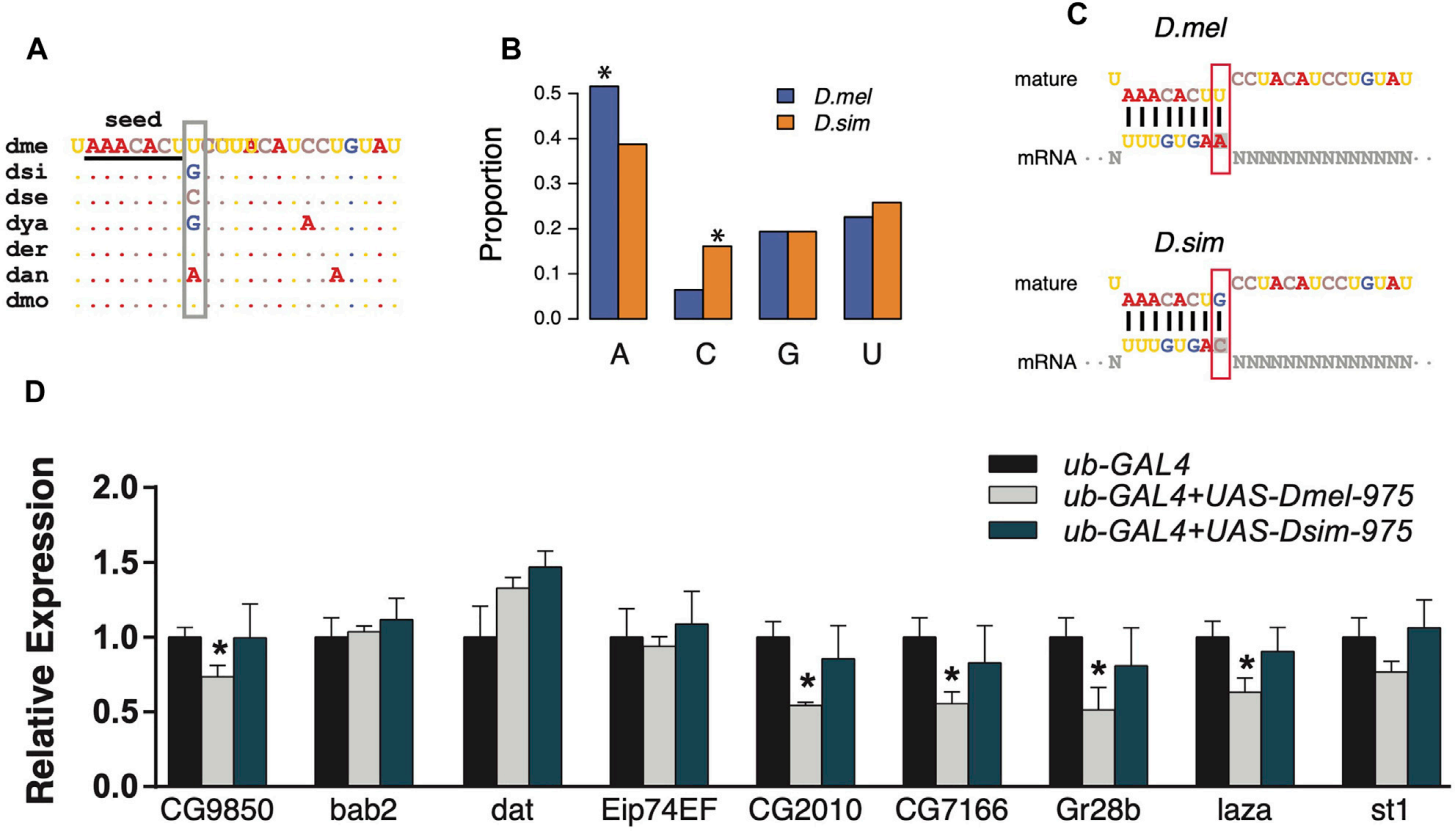
Divergent regulation effects of dme-miR-975 and dsi-miR-975 in S2 cells. **(A)** miR-975 mature sequences from seven *Drosophila* species. They share the same seed (underlined), but their 9th nucleotide (grey box) varies among species. Species abbreviations: dme, *D. melanogaster*; dsi, *D. simulans*; dse, *D. sechellia*; dya, *D. yakuba*; der, *D. erecta*; dan, *D. ananassae*; dmo, *D. mojavensis*. **(B, C)** Bar plot demonstrates that the 3′UTR sites bound to the 9^th^ base of mature sequences are enriched for A in *D. melanogaster* but are enriched for C in *D. simulans* (see **C** for the sequence match). **(D)** qPCR results validated that evolution of the 9^th^ nucleotide led to the differential regulation of dme-miR-975 and dsi-miR-975 in S2 cells.

## Discussion

New genes continuously contribute to genetic novelty and offer a unique opportunity to understand the phenotypic divergence between species and the evolution of genetic regulatory networks (Tang et al., 2010; Chen et al., 2012; Ross et al., 2013; Zhao et al., 2021). As key players in gene regulation, miRNAs repress their targets weakly but broadly in animals (Zhao et al., 2017; Chen et al., 2019). However, it remains unclear how their functions have evolved, which might ultimately determine their evolutionary fate (Wu et al., 2009; Lyu et al., 2014; Penso-Dolfin et al., 2018). Some debates even have been focused on whether new miRNAs have biological functions at all (Nozawa et al., 2010). Here we show that the adaptive evolution of the *mir-972C* is accompanied by dramatic evolution of the target repertoires between distantly and closely related *Drosophila* species. Importantly, we found that changes in both seed and non-seed regions contribute to the evolution of the target pool. While the sequence evolution of each member has recruited new targets that represent novel functions in specific lineages, the vast majority of old targets are conserved when we consider the cluster as a whole. These results shed light on the survival and evolution of new genes in general.

Our results suggest that in a clustering form, new miRNAs may have a higher chance to survive and integrate into the regulatory networks (Zhang et al., 2007; Wang et al., 2016). Individual miRNAs, especially the evolutionarily young ones, have little effects on their targets (Sood et al., 2006; Chen and Rajewsky, 2007; Chen et al., 2019). However in a cluster, new miRNAs are co-expressed and function as a unit (Kabekkodu et al., 2018). As a result, the target pool is predicted to expand greatly. Indeed, while only 0.7–10.1% of the testes-specific transcriptome is potentially targeted by individual *mir-972C* members in *D. melanogaster* (Figure 2B), 21.1% can be influenced by the whole cluster together. Recent studies have shown that large miRNA target pools are evolutionarily beneficial in maintaining stability of gene expression through broad and weak regulation (Zhao et al., 2017; Chen et al., 2019). Consistent with this notion, a significant proportion of the *miR-972C* target pool remains unchanged (e.g., 22.8% of the targets are conserved between *D. melanogaster* and *D. simulans*, Figure 2B), despite arm switching and seed shifting occurred frequently between species.

Functional analysis of the target repertoire shows a reinforcement of the ancestral functional categories of miR-972C targets (Figure 2C). It also suggests that this miRNA cluster continues to recruit additional targets either through the evolution of existing miRNAs or the birth of new hairpins. Such processes may also bring novel functions. It is thus not unexpected that members of *mir-972C* does not follow the reported pattern for insect miRNAs that conserved miRNAs tend to express at a higher level and possess more targets than lineage-specific miRNAs (Chen and Rajewsky, 2007; Ylla et al., 2016). We found no significant difference in expression levels between young and old members of *mir-972C* in any of the three species on survey (all *p* > 0.05, Mann-Whitney U test, Supplementary Figure S5A). Old members have more targets than the young ones in *D. simulans* (*p* = 0.044, Mann-Whitney U test, Supplementary Figure S5B) but not in *D. melanogaster or D. virilis* (*p* > 0.05, Mann-Whitney U test, Supplementary Figure S5B). It is likely that new miRNAs in this cluster have quickly increased their expression levels and recruited a large number of targets.

Fast-evolving targeting implies that these miRNAs have never been deeply integrated into the existing gene regulatory networks. The long-term survival of these novel miRNAs remains unclear. Previously we have shown that miR-975 exerts different influences on male fertility between *D. melanogaster* and *D. simulans*, and its loss-of-function might be adaptive in *some lineages* (Lu et al., 2018a, 2018b; Zhao et al., 2021). Another good example in *Drosophila* is the *mir-310/311/312/313* cluster (*mir-310C*), which is another adaptive miRNA cluster with a same age as *mir-972C* (Lu et al., 2008; Lyu et al., 2014). *mir-310C* is known to affect egg morphology, hatchability, and male fertility (Pancratov et al., 2013; Liufu et al., 2017). Redundant and incoherent regulation of multiple phenotypes by *mir-310C* suggests that these miRNAs play a role in stability control (Liufu et al., 2017). It is thus not surprising that the miRNA-target interactions could be readily changed. Unlike *mir-310C* that was duplicated from *mir-92a/b, mir-972C* seems to have evolved from non-functional sequences and transcribed specifically in testes (Marco, 2014; Mohammed et al., 2014). The cost of gene loss is more acceptable when the expression of the gene is restricted in fewer tissues (Fraïsse et al., 2019). For this reason, the loss of the entire *mir-972* cluster in the *D. pseudoobscura* lineage is not surprising (Figure 1).

It should be noted that as a testes-biased miRNA cluster, the fast evolution of *mir-972C* may be associated with the rapid turnover of cellular environments in this tissue. It is well established that testis is the most rapidly evolving tissue due to the selective forces associated with sperm competition, reproductive isolation, and sexual conflict (Kaessmann, 2010). Previous investigations in many taxa have demonstrated that male-biased genes evolve relatively quickly at both sequence and expression level (Meiklejohn et al., 2003; Zhang Z. et al., 2004; Ellegren and Parsch, 2007; Yang et al., 2016). Changes of chromatin states during spermatogenesis allow aberrant transcription which makes testis a hotspot for new gene origination (Kaessmann, 2010). This cellular environment may boost the evolutionary rate of genes with which it has co-evolved, including miRNAs (Tang et al., 2010; Wang et al., 2016). Interestingly, *mir-972C* targets do not show GO enrichment in male functions (Figure 2C), despite the testes-specific expression of this cluster (Mohammed et al., 2014; Lu et al., 2018b)*.* Why would *mir-972C* be beneficial to the male reproductive system? One plausible explanation is that the high complexity of the testes transcriptome (Vibranovski et al., 2009) that requires substantial regulations to stabilize the system (Wu et al., 2009). *mir-972C* would be an excellent candidate to do so as it is highly abundant and broadly tied to the testes transcriptome.

## Key Resources Table

**Table:** 

**Reagent or Resource**	**Source or Reference**	**Identifiers**
**Fly Strains**		
ISO-1 (*D. melanogaster*)	Flybase	FBsn0000272
simNC48S (*D. simulans*)	Flybase	FBst0201377
V46 (*D. virilis*)	Flybase	FBst0200545
**Cell lines**		
S2 (*D. melanogaster*)	DGRC	Stork #6
ML-82-19a (*D. simulans*)	DGRC	Stock #27
WR-Dv-1 (*D. virilis*)	DGRC	Stock #40
**Oligonucleotides**		
Primers for vector construction and qPCR	see Supplementary Table S3–S5	
**Plasmids**		
pUAST	DGRC: Vector	Barcode #1000
ub-Gal4	Liufu et al. (2017)	
**Commercial kits**		
EX-Taq DNA Polymerase	TAKARA	Catalog #RR001C
TRIzol	Thermo Fisher Scientific	Catalog #15596026
miRNA UPL probe	Roche Diagnostics	#21
TURBO DNA-free kit	Thermo Fisher Scientific	Catalog #AM1907
PrimeScript first strand cDNA synthesis kit	TAKARA	Catalog #6110A
Lipofectamine 2000	Thermo Fisher Scientific	Catalog #12566014
SYBR Premix Ex Taq II kit	TAKARA	Catalog #RR82WR
**Deposited data**		
RNA-seq data	see Supplementary Table S1	
**Software, Algorithms and Tools**		
BLAT	http://hgdownload.soe.ucsc.edu/admin/exe/	
BLAST	https://ftp.ncbi.nlm.nih.gov/blast/executables/blast+/LATEST/	
MUSCLE	https://www.drive5.com/muscle/downloads.htm	
TopHat	http://ccb.jhu.edu/software/tophat/downloads/	
miRDeep2	https://github.com/rajewsky-lab/mirdeep2/releases/tag/v0.1.3	
STAR	https://github.com/alexdobin/STAR	
DAVID	https://david.ncifcrf.gov/	
TargetScan	http://www.targetscan.org/fly_72/	

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https:https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107390.

# Supplementary material for: A Rapid Evolving microRNA Cluster Rewires Its Target Regulatory Networks in Drosophila
**Source:** Front Genet. 2021 Oct 28;12:760530. doi: 10.3389/fgene.2021.760530
**Supplement:** Supplementary file 1

miRBase precursor : dme-mir-972  
 Total read count : 90  
 dme-miR-972-5p read count 1  
 dme-miR-972-3p read count 89  
 remaining reads : 0

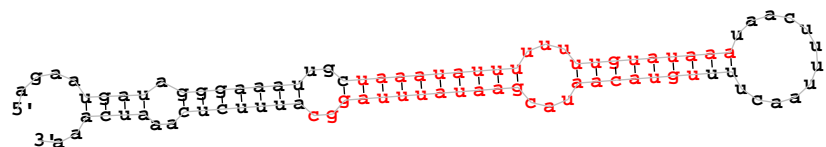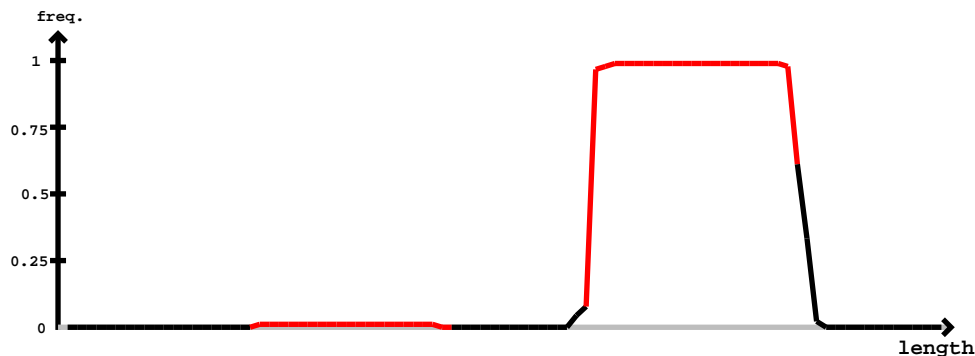

dme-miR-972-5p

dme-miR-972-3p

```
dme-miR-9369-5p read count265
dme-miR-9369-3p read count401
remaining reads          : 1
```

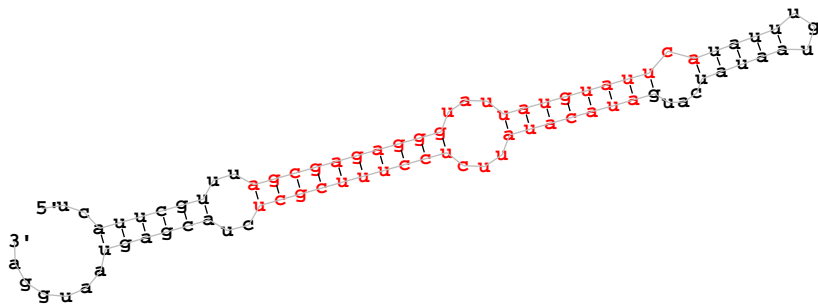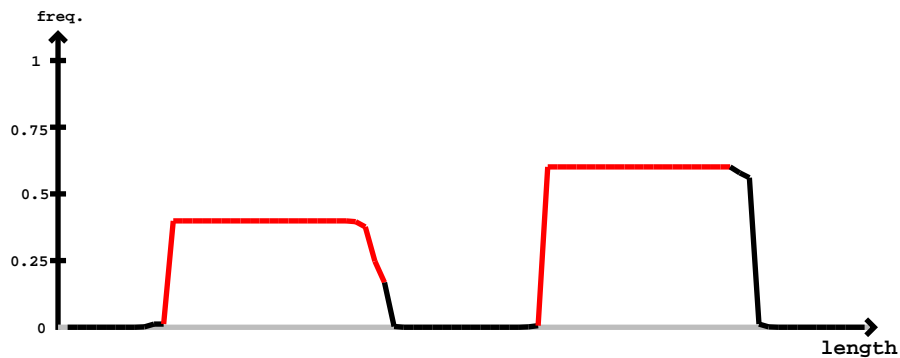

dme-miR-9369-3p

dme-miR-9369-5p

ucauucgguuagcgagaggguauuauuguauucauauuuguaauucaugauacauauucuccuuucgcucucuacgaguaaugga

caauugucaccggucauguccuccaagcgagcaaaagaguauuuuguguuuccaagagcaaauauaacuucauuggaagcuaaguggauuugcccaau

```
remaining reads      : 0
```

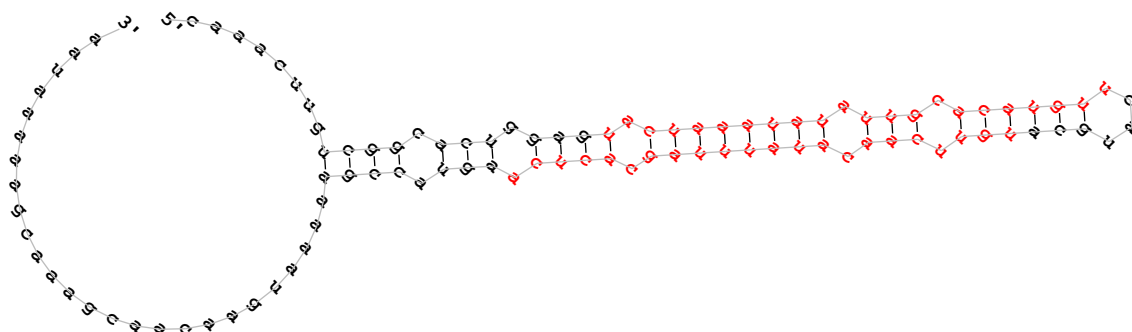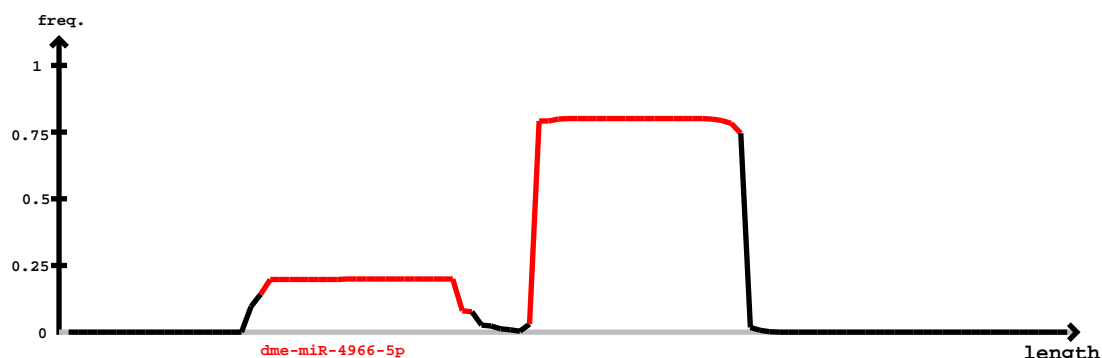[illegible]

dme-miR-4966-5p

dme-miR-4966-3p

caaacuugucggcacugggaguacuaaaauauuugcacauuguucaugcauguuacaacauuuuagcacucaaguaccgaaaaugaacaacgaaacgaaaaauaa

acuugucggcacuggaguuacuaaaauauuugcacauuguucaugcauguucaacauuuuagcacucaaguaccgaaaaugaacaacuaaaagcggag

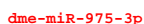

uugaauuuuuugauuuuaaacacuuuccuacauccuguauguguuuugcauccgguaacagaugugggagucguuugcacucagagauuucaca

miRBase precursor : dme-mir-976  
 Total read count : 78  
 dme-miR-976-5p read count 3  
 dme-miR-976-3p read count 75  
 remaining reads : 0

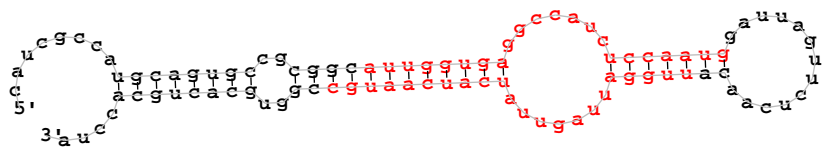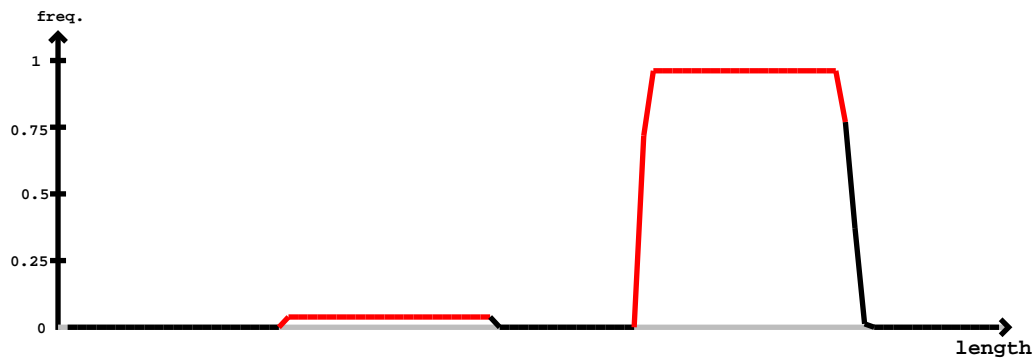

dme-miR-976-3p

dme-miR-976-5p

A complex knot diagram, likely a trefoil knot, rendered in a 3D perspective. The knot is composed of two distinct segments: a red segment and a blue segment. The red segment forms a large, looped structure on the right side of the image, while the blue segment forms a more intricate, multi-looped structure on the left side. The two segments are intertwined, creating a complex topological structure. The knot is set against a plain white background.

dme-miR-977-3p

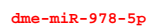

dme-miR-978-3p

miRBase precursor : dme-mir-979  
Total read count : 417  
dme-miR-979-5p read count 108  
dme-miR-979-3p read count 303  
remaining reads : 6

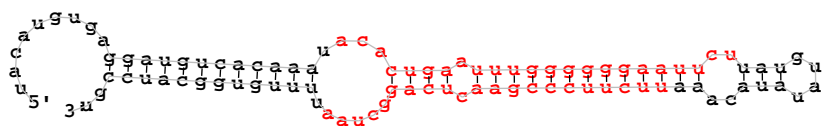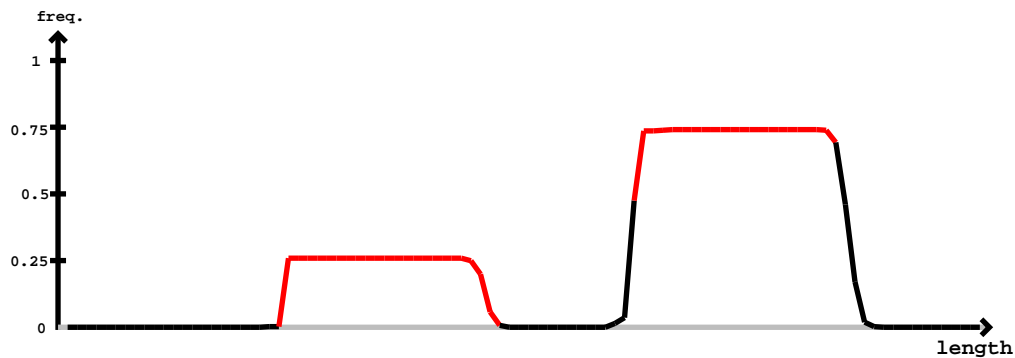

dme-miR-979-5p

dme-miR-979-3p

dme-miR-979-5p

dme-miR-979-3p

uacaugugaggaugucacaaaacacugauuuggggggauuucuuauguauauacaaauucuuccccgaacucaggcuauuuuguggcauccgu

```

dsi-miR-972-5p read count : 74
dsi-miR-972-3p read count : 23
remaining reads           : 0

```

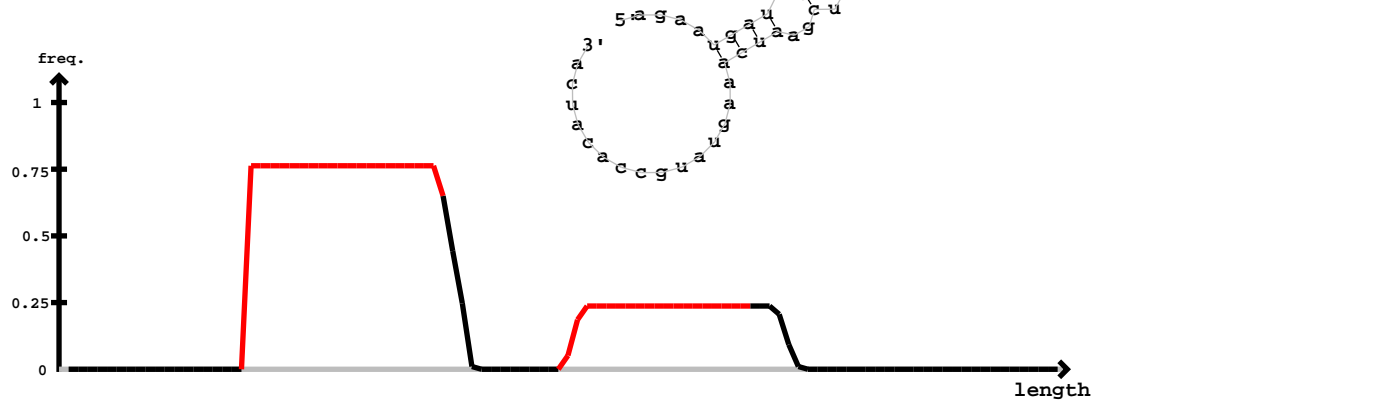

dsi-miR-972-3p

dsi-miR-972-5p

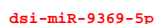[illegible]

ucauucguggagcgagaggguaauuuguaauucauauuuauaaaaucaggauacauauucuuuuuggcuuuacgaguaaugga

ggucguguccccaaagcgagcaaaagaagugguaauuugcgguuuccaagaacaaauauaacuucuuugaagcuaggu

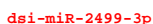

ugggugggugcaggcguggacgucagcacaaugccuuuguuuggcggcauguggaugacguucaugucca

dsi-miR-2499-3p

dsi-miR-2499-5p

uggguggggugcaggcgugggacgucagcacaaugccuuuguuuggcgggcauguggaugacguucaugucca

.....uguggaugacguucaugucca 2 0 seq

```

dsi-miR-4966-5p read count: 367
dsi-miR-4966-3p read count: 72
remaining reads           : 0

```

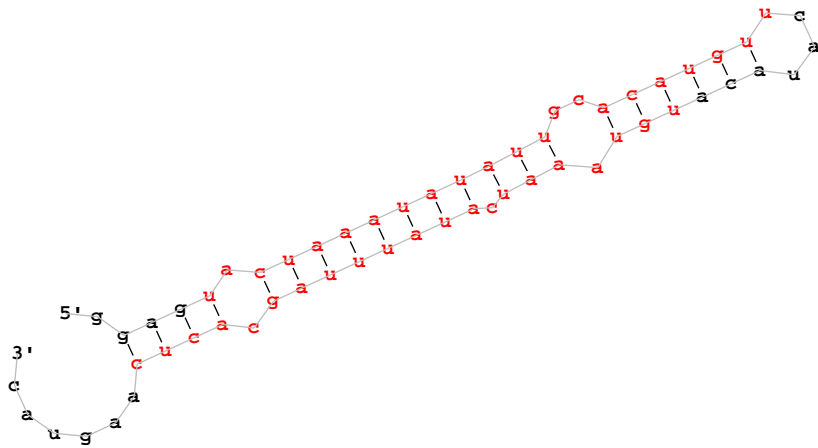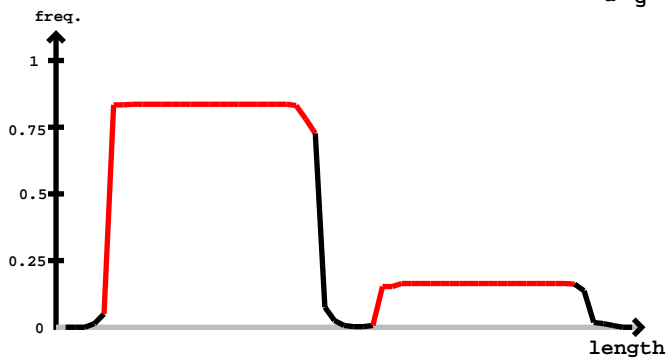

dsi-miR-4966-3p

dsi-miR-4966-5p

dsi-miR-4966-3p

dsi-miR-4966-5p

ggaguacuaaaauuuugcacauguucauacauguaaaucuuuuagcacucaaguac

miRBase precursor : dsi-mir-4966-2  
 Total read count : 732  
 dsi-miR-4966-5p read count: 657  
 dsi-miR-4966-3p read count: 72  
 remaining reads : 3

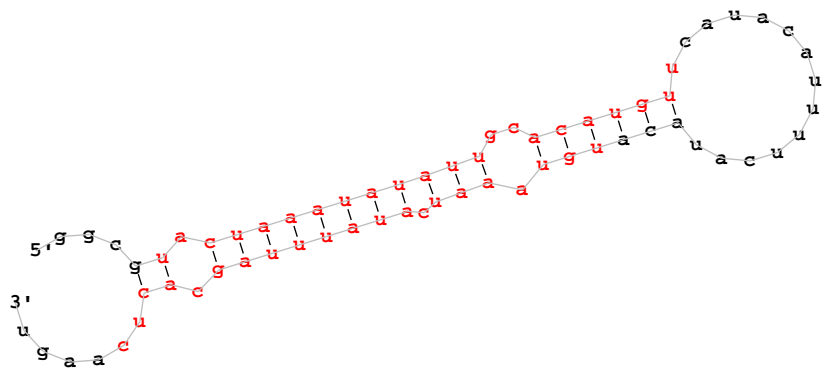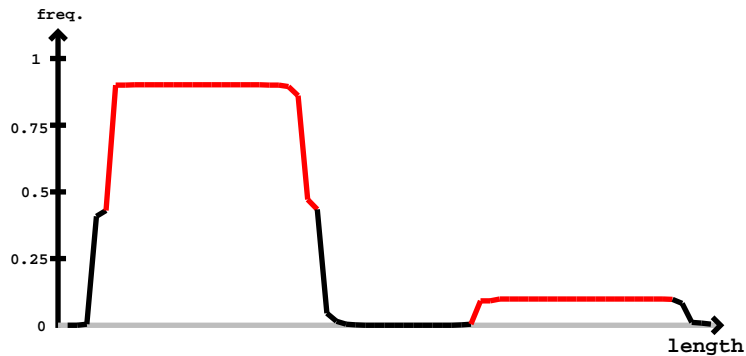

dsi-miR-4966-3p

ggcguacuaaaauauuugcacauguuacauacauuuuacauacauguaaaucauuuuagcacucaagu

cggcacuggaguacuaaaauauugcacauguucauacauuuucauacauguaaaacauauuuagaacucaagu

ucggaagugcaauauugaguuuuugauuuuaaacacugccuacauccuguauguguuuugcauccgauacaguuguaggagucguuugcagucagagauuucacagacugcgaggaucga

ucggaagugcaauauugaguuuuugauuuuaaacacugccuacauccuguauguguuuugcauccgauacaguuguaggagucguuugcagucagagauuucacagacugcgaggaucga

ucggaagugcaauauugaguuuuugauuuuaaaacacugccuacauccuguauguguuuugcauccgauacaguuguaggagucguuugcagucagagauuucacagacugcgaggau

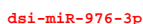

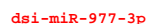

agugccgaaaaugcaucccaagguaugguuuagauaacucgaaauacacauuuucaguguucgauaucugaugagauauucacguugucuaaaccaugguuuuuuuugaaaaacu

dsi-miR-978a-3p

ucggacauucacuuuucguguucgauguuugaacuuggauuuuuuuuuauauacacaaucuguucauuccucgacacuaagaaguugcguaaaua

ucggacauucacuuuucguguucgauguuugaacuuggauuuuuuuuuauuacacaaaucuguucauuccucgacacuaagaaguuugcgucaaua

dvi-miR-974-1-5p

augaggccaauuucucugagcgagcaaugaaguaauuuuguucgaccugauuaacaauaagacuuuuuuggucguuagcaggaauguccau

[illegible]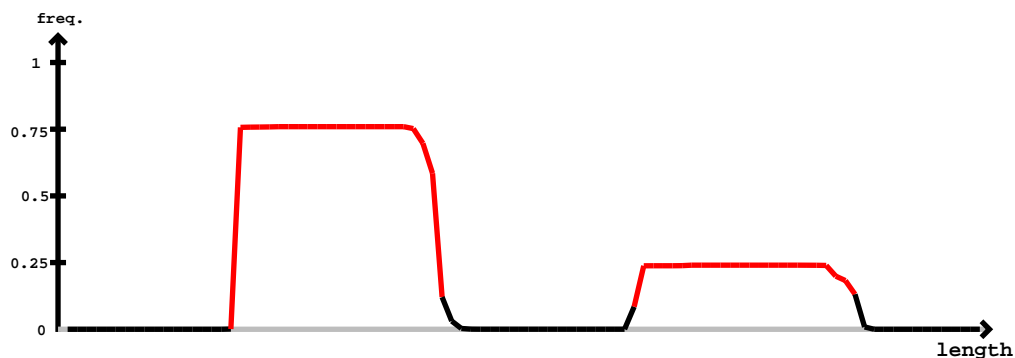

dvi-miR-974-2-3p

dvi-miR-974-2-5p

[illegible]

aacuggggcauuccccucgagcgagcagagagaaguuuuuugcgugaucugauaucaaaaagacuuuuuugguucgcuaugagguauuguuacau

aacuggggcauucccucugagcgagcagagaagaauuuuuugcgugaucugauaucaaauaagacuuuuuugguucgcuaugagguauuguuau

dvi-miR-974-2-5p

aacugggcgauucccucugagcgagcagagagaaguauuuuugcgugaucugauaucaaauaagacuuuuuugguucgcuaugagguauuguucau

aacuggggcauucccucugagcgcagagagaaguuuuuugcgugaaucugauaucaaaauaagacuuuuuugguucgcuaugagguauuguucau

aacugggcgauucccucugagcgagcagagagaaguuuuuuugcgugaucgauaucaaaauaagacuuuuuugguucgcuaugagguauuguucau

dvi-miR-974-2-5p

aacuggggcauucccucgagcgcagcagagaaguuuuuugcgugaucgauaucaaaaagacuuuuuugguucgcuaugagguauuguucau

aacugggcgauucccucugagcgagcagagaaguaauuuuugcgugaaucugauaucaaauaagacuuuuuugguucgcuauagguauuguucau

dvi-miR-9692-3p

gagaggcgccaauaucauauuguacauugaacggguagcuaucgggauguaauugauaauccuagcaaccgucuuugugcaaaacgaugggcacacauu

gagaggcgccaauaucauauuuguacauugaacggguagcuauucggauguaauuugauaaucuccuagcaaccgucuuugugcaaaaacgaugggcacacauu

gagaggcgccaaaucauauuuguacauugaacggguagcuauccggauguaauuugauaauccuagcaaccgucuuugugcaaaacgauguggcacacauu

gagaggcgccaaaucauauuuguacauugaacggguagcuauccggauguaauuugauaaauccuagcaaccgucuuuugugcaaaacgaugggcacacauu

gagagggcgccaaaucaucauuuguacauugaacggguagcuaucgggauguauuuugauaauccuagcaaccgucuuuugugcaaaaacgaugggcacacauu

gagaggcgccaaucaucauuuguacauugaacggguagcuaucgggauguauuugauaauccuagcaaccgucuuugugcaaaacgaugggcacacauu

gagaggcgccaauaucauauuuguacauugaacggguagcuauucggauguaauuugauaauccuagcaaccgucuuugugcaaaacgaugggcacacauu

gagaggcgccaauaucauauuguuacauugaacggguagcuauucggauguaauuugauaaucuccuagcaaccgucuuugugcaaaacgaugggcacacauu

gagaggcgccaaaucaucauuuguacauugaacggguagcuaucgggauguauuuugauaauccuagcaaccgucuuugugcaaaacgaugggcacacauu

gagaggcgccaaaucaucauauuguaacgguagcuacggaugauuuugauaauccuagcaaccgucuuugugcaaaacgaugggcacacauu

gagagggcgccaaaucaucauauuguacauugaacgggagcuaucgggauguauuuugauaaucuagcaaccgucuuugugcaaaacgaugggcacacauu

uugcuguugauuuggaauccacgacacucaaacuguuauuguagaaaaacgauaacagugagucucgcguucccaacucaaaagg

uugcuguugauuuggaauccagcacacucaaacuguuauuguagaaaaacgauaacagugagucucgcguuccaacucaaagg

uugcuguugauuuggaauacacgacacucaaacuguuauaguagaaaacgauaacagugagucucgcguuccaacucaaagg

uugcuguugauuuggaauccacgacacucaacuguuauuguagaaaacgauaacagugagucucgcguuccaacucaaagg

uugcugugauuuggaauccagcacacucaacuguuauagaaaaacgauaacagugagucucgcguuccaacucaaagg

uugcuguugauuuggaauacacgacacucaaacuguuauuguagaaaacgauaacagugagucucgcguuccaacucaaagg

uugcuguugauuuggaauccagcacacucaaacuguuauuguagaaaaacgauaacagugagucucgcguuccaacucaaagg

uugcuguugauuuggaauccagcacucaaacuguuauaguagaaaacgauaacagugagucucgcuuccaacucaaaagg

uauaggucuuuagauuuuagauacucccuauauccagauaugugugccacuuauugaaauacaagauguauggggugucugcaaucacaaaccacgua

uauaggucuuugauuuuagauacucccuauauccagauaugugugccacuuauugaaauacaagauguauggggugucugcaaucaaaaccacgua

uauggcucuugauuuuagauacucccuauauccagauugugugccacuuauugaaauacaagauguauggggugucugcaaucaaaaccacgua

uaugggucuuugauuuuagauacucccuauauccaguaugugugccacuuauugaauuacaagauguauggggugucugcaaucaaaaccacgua

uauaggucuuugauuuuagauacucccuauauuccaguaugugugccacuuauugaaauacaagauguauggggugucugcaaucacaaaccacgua

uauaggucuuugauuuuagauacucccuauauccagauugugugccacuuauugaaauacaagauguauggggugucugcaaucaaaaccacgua

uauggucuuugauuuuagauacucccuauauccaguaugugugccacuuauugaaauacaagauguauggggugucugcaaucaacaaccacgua

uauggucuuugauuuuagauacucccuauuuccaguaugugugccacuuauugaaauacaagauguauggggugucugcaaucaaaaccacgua

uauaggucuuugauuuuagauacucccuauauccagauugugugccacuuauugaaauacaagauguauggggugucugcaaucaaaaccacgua

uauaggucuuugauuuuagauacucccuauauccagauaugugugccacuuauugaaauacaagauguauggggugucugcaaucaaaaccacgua

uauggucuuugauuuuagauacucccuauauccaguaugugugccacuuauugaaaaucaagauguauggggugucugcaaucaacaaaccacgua

uucuuuggugcagccccucg **cg**gauugaugauagcaucucca **aug**agcauaucau **ugg**auuaguucucauc **gaugcc**gaugcgcuuaccag

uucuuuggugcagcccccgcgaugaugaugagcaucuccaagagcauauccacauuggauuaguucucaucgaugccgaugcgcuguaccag

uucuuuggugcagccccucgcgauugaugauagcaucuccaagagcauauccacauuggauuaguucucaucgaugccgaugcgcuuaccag

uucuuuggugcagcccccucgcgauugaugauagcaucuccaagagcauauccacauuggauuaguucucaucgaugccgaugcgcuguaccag

miRBase precursor : dvi-mir-977  
 Total read count : 3095  
 dvi-miR-977-5p read count : 230  
 dvi-miR-977-3p read count : 2865  
 remaining reads : 0

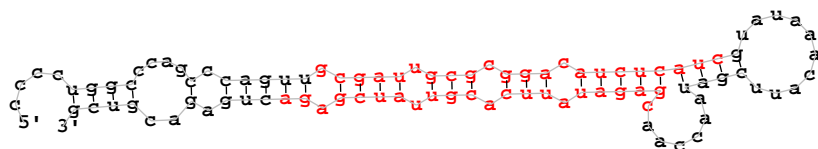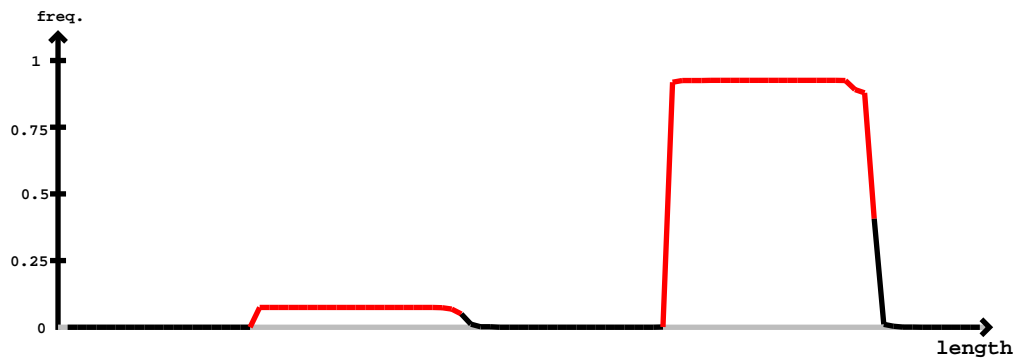

dvi-miR-977-3p

dvi-miR-977-5p

ccccuggcccagcccaguu<sup>g</sup>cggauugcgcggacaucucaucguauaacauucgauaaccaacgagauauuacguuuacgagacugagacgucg

ccccuggcccagcccaguu<sup>gcgauugcgcgga</sup>cauccaucguauaacauucgauaaccaac<sup>cgagauauucacguu</sup>aucgagacugagacgucg

miRBase precursor : dvi-mir-9695  
Total read count : 2797  
dvi-miR-9695-5p read count 385  
dvi-miR-9695-3p read count 2410  
remaining reads : 2

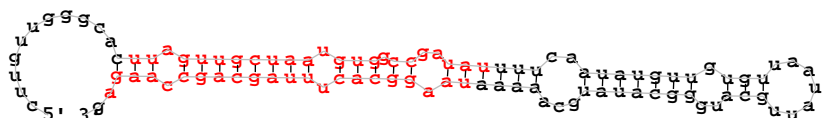

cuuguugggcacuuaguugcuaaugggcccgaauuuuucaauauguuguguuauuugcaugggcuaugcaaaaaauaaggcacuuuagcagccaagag

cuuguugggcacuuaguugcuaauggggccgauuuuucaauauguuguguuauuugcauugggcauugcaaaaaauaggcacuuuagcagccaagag

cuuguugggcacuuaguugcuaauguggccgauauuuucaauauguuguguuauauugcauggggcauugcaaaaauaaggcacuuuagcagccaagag

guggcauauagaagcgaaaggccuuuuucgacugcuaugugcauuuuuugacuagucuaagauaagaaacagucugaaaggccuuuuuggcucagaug

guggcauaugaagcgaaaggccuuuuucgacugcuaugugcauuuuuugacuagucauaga

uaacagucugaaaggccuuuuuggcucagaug

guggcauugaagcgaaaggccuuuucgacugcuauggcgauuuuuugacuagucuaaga~~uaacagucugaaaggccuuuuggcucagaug~~

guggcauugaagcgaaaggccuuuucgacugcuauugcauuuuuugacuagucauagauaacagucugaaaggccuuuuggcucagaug

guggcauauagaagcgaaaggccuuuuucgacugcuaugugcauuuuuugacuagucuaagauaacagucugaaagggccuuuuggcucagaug

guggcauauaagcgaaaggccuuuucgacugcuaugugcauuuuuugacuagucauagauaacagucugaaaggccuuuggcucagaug

miRBase precursor : dvi-mir-9697  
 Total read count : 17403  
 dvi-miR-9697-5p read count 13015  
 dvi-miR-9697-3p read count 4386  
 remaining reads : 2

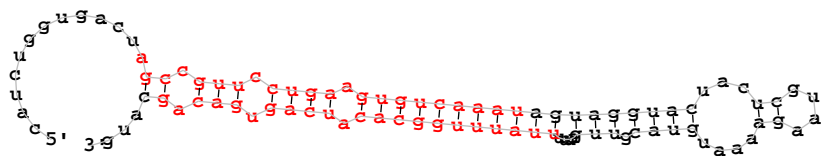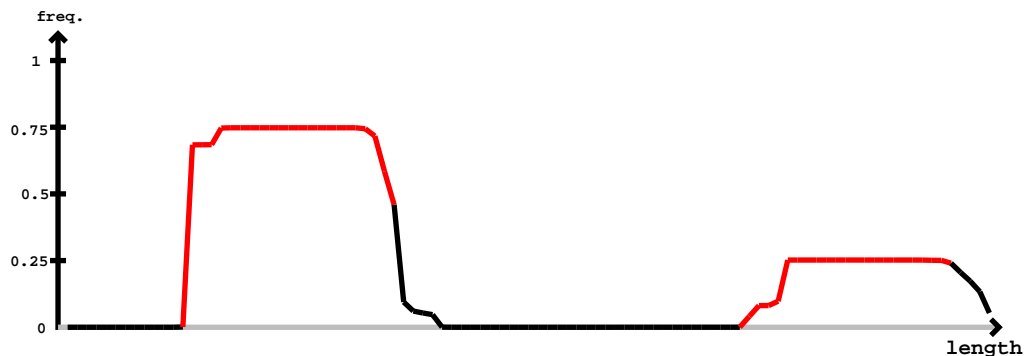

dvi-miR-9697-3p

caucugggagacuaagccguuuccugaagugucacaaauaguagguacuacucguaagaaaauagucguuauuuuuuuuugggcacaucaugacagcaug

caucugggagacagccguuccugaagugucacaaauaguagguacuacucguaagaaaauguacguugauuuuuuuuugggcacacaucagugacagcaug

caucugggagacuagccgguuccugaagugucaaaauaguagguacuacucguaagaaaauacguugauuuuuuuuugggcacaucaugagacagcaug

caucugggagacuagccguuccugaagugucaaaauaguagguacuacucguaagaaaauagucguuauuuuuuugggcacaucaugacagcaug

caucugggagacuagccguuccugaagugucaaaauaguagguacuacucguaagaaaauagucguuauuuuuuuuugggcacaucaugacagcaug

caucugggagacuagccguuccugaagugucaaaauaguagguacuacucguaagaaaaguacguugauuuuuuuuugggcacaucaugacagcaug

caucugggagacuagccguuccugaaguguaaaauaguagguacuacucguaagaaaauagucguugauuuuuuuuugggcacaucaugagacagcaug

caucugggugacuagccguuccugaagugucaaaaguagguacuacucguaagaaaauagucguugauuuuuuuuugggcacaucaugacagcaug

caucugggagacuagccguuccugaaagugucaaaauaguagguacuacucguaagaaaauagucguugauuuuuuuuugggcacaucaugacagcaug

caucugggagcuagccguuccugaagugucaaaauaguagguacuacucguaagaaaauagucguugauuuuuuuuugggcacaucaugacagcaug

miRBase precursor : dvi-mir-9698  
 Total read count : 1893  
 dvi-miR-9698-5p read count 1350  
 dvi-miR-9698-3p read count 543  
 remaining reads : 0

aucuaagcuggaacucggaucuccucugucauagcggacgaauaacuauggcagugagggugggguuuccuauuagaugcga

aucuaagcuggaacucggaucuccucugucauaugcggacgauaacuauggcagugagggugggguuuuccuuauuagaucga

dvi-miR-9698-5p

dvi-miR-9698-3p

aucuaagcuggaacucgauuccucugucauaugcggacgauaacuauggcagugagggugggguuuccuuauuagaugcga

miRBase precursor : dvi-mir-978  
 Total read count : 20965  
 dvi-miR-

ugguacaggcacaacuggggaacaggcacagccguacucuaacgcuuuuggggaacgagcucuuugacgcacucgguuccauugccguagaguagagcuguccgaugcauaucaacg

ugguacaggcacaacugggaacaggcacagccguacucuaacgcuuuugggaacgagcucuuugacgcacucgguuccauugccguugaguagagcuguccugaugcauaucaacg

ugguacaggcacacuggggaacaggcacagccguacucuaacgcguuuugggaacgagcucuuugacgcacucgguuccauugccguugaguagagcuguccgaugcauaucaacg

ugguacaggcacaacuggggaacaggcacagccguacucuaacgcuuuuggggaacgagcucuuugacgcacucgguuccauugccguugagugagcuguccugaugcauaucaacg

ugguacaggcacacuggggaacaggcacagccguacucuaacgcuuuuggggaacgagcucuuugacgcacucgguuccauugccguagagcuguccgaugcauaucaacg

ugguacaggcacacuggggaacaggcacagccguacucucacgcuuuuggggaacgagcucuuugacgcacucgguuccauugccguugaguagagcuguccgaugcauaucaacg

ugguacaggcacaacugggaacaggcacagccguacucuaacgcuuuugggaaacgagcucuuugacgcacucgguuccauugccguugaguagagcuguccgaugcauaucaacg

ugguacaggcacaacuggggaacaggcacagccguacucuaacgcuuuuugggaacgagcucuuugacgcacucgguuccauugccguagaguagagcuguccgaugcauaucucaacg

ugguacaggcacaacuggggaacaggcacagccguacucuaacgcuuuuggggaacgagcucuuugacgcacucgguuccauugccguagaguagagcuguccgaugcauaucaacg

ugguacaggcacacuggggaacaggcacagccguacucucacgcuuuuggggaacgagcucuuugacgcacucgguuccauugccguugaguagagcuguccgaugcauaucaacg

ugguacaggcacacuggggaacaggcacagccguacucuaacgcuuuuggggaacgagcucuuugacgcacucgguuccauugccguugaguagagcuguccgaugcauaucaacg

dvi-miR-9699-5p

dvi-miR-9699-3p

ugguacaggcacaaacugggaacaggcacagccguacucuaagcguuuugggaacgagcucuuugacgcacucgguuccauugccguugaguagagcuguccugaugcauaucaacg

# Supplementary material for: A Rapid Evolving microRNA Cluster Rewires Its Target Regulatory Networks in Drosophila
**Source:** Front Genet. 2021 Oct 28;12:760530. doi: 10.3389/fgene.2021.760530
**Supplement:** Supplementary file 1

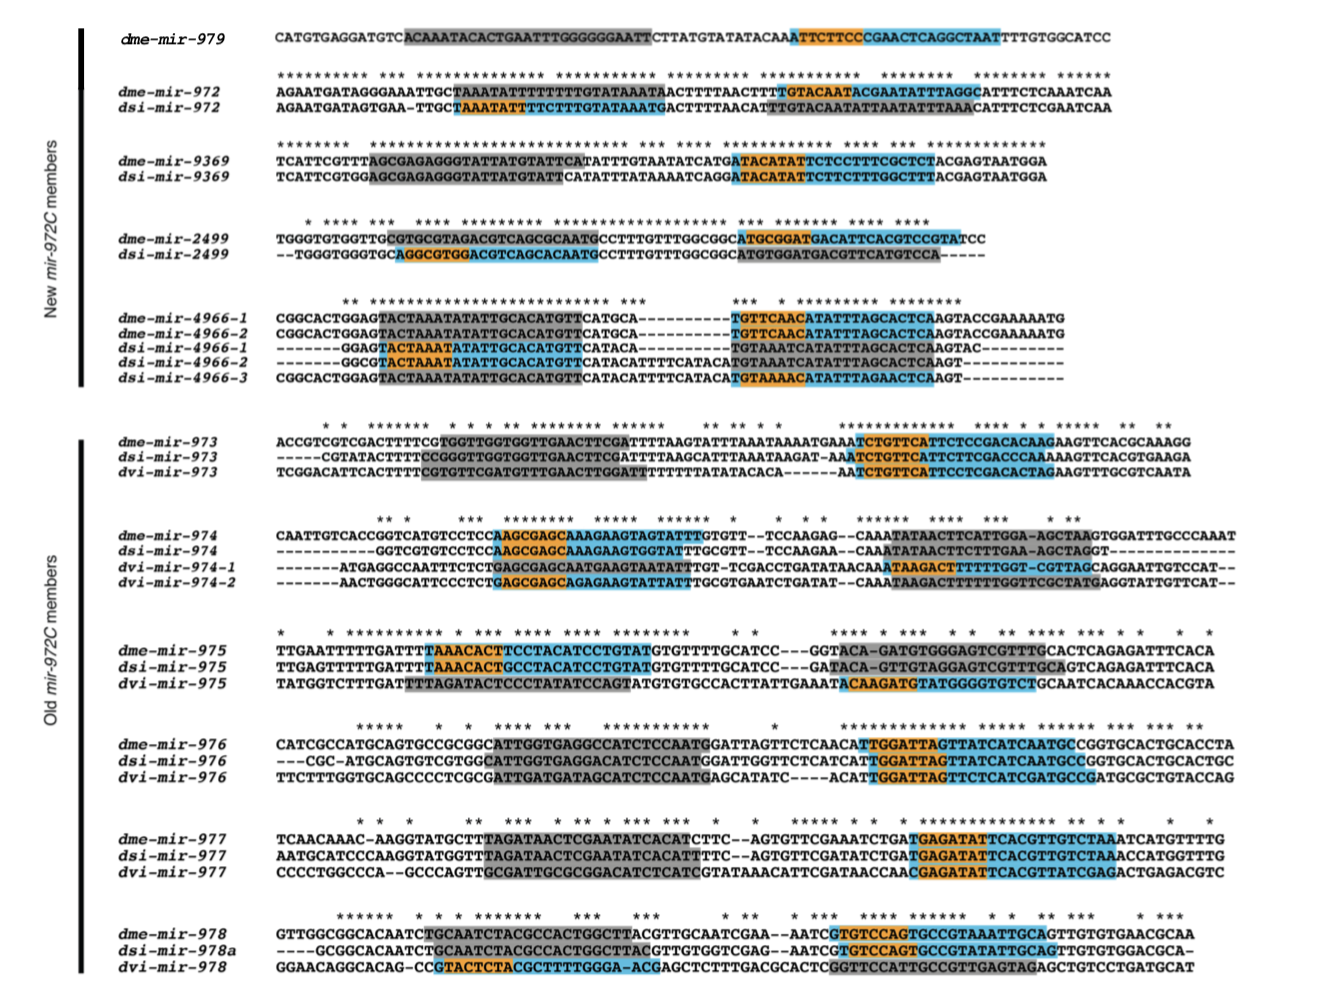

**Figure S1.** *mir-972C* precursor gene sequence divergence among *D. melanogaster, D. simulans*, and *D. virilis*. Mature miRNA and miRNA* sequences are in blue and grey, respectively. Seed regions are highlighted in orange. Species abbreviations: dme, *D. melanogaster*; dsi, *D. simulans*; dvi, *D. virilis*.

**
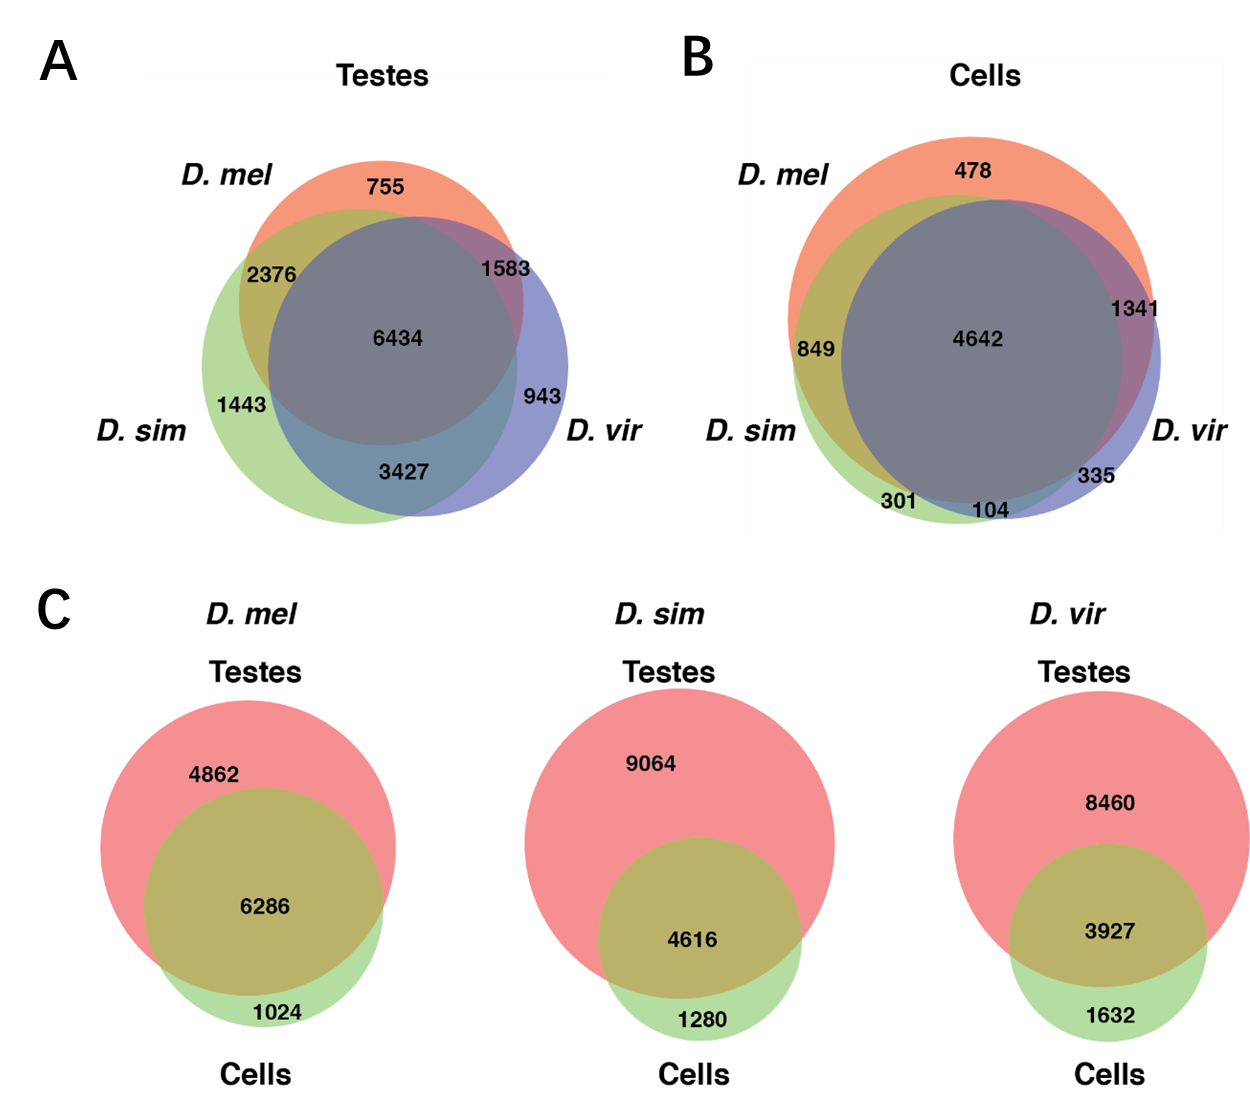
**

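A gene enters these diagrams when its expression passes a threshold, a TPM of at least 1 in the paper, so the size of each circle depends on that threshold and on the annotation in which genes are counted. From the deposited FPKM of the cell lines, a mean TPM of at least 1 was reached by 7426 genes in S2, 7637 in ML-82-19a and 7938 in WR-Dv-1, counted in each species' own annotation. An overlap between species additionally requires each gene to be paired with its counterpart in the other species, a step that was not analysed here.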

**Figure S2**. **(A and B)** Overlaps of genes expressed in the testes **(A)** and in the cell lines **(B)** among the three *Drosophila* species. **(C)** Overlaps of genes expressed between the testes and the cells in the three *Drosophila* species, respectively.

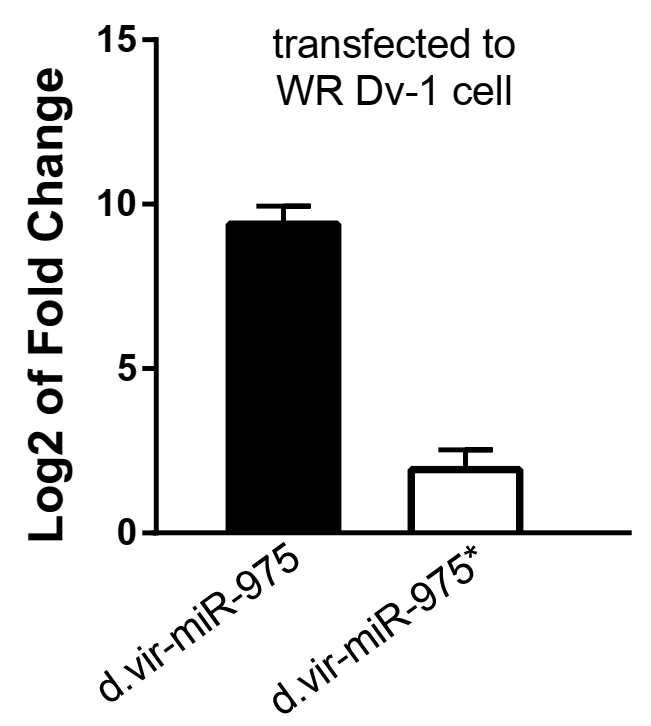

**Figure S3**. Relative miRNA and miRNA* expression levels in *D. virilis* (WR-Dv-1) cell lines. The bar plot shows log2 of fold change, which is calculated by 2^-ΔΔCt^ method.

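In the 2^-ΔΔCt method, the threshold cycle of the RNA of interest is first reduced by that of a reference RNA in the same sample, which gives ΔCt. The ΔCt of the control sample is then subtracted, which gives ΔΔCt. Each cycle is taken to double the product, so the fold change is the base of the power raised to the negative of ΔΔCt, and its log2 is the negative of ΔΔCt itself. The qPCR measurements behind the plot were not analysed here.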

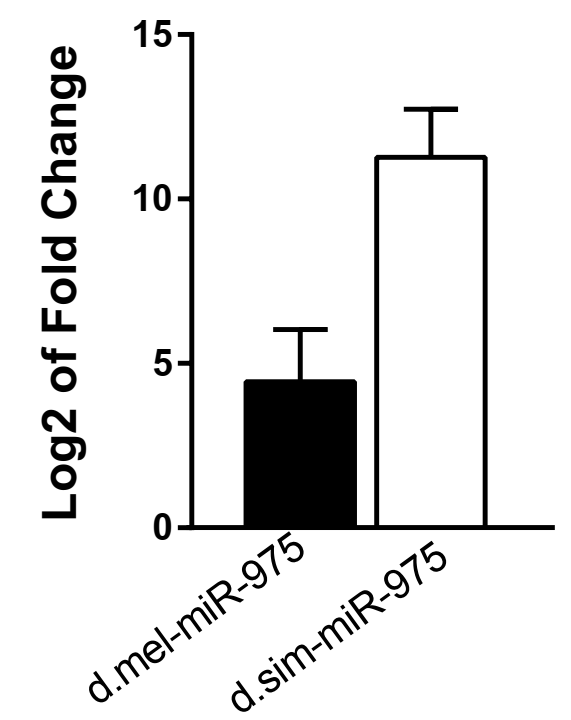

**Figure S4**. Relative dme-miR-975 and dsi-miR-975 expression levels in *S2* cell lines. d*me-mir-975* and *dsi-mir-975* expression vector were respectively co-transfected with *ub-Gal4* vector to *D. melanogaster S2* cells, and qPCR detection was performed 48 hours after transfection. The bar plot shows log2 of fold change, which is calculated by 2^-ΔΔCt^ method.

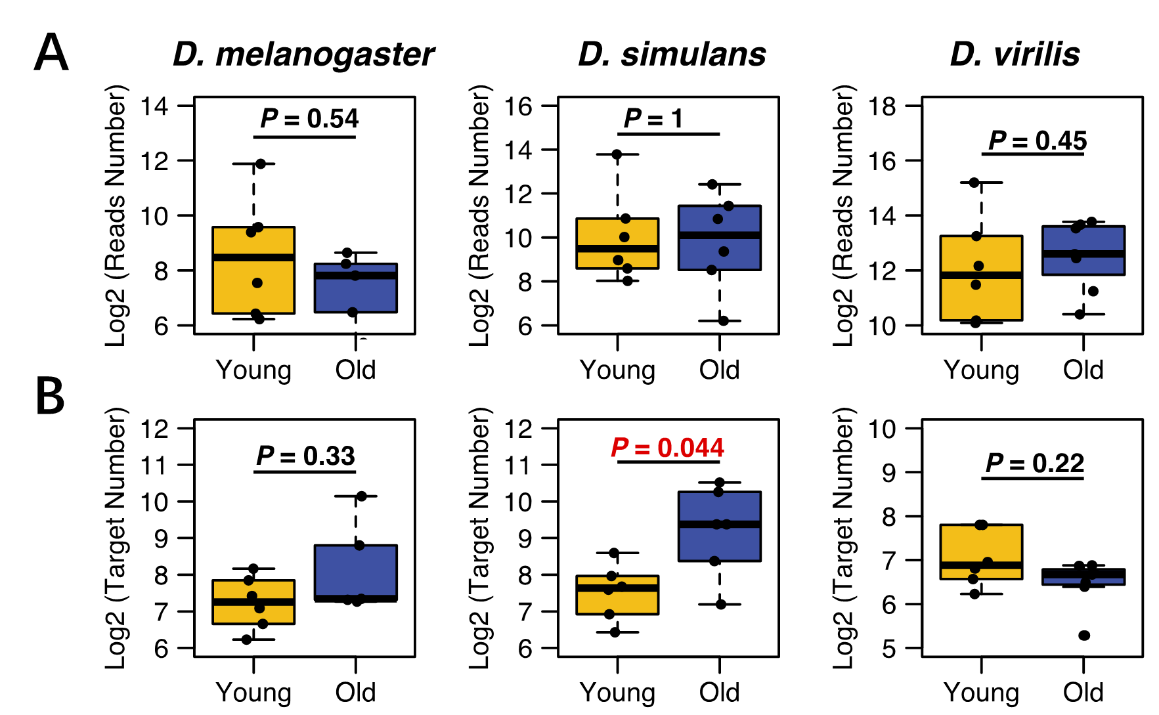

**Figure S5**. Comparison of expression **(A)** and target number **(B)** between the young and the old mir-972C members.

# Supplementary material for: A Rapid Evolving microRNA Cluster Rewires Its Target Regulatory Networks in Drosophila
**Source:** Front Genet. 2021 Oct 28;12:760530. doi: 10.3389/fgene.2021.760530
**Supplement:** Supplementary file 1

**Table S1. The accession numbers of the public deep sequencing libraries used in this study**

| **GEO/SRR accession** | **Species** | **Description** | **Source** |
| --- | --- | --- | --- |
| Small RNA-seq in the testes of *Drosophila* species | | | |
| GSM2562978 | *D. melanogaster* | Canton-S testes | Zhao et al., 2018 |
| GSM1165053 | *D. simulans* | Testes | Lyu et al., 2014 |
| GSM1165055 | *D. pseudoobscura* | Testes | Lyu et al., 2014 |
| GSM548599 | *D. virilis* | Testes from the Argentina strain | Rozhkov et al., 2010 |
| GSM548610 | *D. virilis* | Testes from the 9 strain | Rozhkov et al., 2010 |
| GSM548623 | *D. virilis* | Testes from the 160 strain | Rozhkov et al., 2010 |
| mRNA-seq in the testes of *Drosophila* species | | | |
| GSM838770 | *D. melanogaster* | Testes from the Oregon R strain, replicate 1 | modENCODE project |
| GSM838771 | *D. melanogaster* | Testes from the Oregon R strain, replicate 2 | modENCODE project |
| GSM775508 | *D. simulans* | Testes, replicate 1-1 | modENCODE project |
| GSM775509 | *D. simulans* | Testes, replicate 1-2 | modENCODE project |
| GSM775510 | *D. simulans* | Testes, replicate 2 | modENCODE project |
| SRR5278984 | *D. virilis* | Testes, replicate 1 | Ahmed-Braimah et al., 2017 |
| SRR5278985 | *D. virilis* | Testes, replicate 2 | Ahmed-Braimah et al., 2017 |
| SRR5278986 | *D. virilis* | Testes, replicate 3 | Ahmed-Braimah et al., 2017 |

**Table S2. DAVID functional clustering analysis of predicted targets along various evolutionary branches**

| **ID** | **TERM** | **Enrichment Score** | **Adjusted *p*-value**  **(Benjamini-Hochberg correction)** |
| --- | --- | --- | --- |
| Targets that are shared among *D. melanogaster*, *D. simulans*, and *D. virilis* | | | |
| GO:0007391 | Dorsal closure | 2.92 | 1.0E-04 |
| UP_KEYWORDS | Cyclin | 1.87 | 4.6E-02 |
| UP_KEYWORDS | Glycoprotein | 1.54 | 3.9E-02 |
| Targets that are exclusively shared between *D. melanogaster* and *D. simulans* | | | |
| UP_KEYWORDS | Membrane | 3.18 | 3.3E-02 |
| UP_KEYWORDS | Transcription regulation | 2.55 | 2.7E-02 |
| UP_KEYWORDS | Kinase | 2.12 | 9.1E-03 |
| Targets that are specific to *D. melanogaster* | | | |
| GO:0006468 | Transcription, DNA-templated | 3.81 | 1.1E-03 |
| UP_KEYWORDS | Zinc-finger | 3.19 | 9.2E-03 |
| UP_KEYWORDS | Signal anchor | 2.59 | 2.2E-02 |
| UP_KEYWORDS | ATP binding | 2.35 | 1.9E-02 |
| UP_KEYWORDS | Chromatin regulator | 1.99 | 4.2E-02 |

**Table S3. PCR primers for constructing the miR-975 expression vector**

| **miRNA ^a^** | **Primer** | **Sequence ^b^** |
| --- | --- | --- |
| *dme-mir-975* | Forward | GAAGATCTTCAATACGAAAGTGCGGACCAC |
|  | Reverse | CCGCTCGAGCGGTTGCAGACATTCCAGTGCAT |
| *dsi-mir-975* | Forward | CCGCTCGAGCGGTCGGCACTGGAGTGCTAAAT |
|  | Reverse | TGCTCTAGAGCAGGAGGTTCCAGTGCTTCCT |
| *dvi-mir-975* | Forward | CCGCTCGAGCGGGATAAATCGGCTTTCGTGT |
|  | Reverse | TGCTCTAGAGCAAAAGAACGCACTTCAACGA |

1. Species abbreviations: dme, *D. melanogaster*; dsi, *D. simulans*; dvi, *D. virilis*
2. Restriction sites are indicated in red. They are
   1. dme-mir-975, Forward, BglII
   2. dme-mir-975, Reverse, XhoI
   3. dsi-mir-975, Forward, XhoI
   4. dsi-mir-975, Reverse, XbaI
   5. dvi-mir-975, Forward, XhoI
   6. dvi-mir-975, Reverse, XbaI

**Table S4. qPCR primers for measuring *miR-975* expression**

| **miRNA/sRNA ^a^** | **Primer** | **Sequence** |
| --- | --- | --- |
| dme-miR-975 | RT primer | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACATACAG |
|  | Forward primer | GGCGTAAACACTTCCTACAT |
|  | Reverse primer | GTGCAGGGTCCGAGGT |
|  |  |  |
| dsi-miR-975 | RT primer | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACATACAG |
|  | Forward primer | GGCGTAAACACTGCCTACAT |
|  | Reverse primer | GTGCAGGGTCCGAGGT |
|  |  |  |
| dvi-miR-975 | RT primer | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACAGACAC |
|  | Forward primer | GGCGACAAGATGTATGGGGT |
|  | Reverse primer | GTGCAGGGTCCGAGGT |
|  |  |  |
| dvi-miR-975(*) | RT primer | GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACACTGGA |
|  | Forward primer | GGCGTTAGATACTCCCTATA |
|  | Reverse primer | GTGCAGGGTCCGAGGT |
|  |  |  |
| 2s RNA | RT primer | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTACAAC |
|  | Forward primer | GCGGCTGCTTGGACTACATATGG |
|  | Reverse primer | GTGCAGGGTCCGAGGT |

**Table S5. qPCR primers for measuring the expression of *miR-975* targets**

| Gene | Primer | Sequence |
| --- | --- | --- |
| *laza* | Forward primer | TGAGCATACGGTATCCCTACAA |
|  | Reverse primer | GCGGAAGTAGAGCCTGGTG |
| *Dat* | Forward primer | TGCCCCTACACCATCGAACT |
|  | Reverse primer | GGTAGCGGTTTCAGGGAGT |
| *CG9850* | Forward primer | GCACCACGAGAACAACCACA |
|  | Reverse primer | CAGTTCGCTGTAGTAGGCGTT |
| *Eip74EF* | Forward primer | CATAAAGACGGAGCAAAATACGC |
|  | Reverse primer | CCGCTAAGCAGATTGTGGAG |
| *Gr28b* | Forward primer | ATCAATGGGACACCCGAAGC |
|  | Reverse primer | GGACTCCTGTATAATCTCCGCA |
| *CG2010* | Forward primer | GCCAAGTGCCCCAATTTGAC |
|  | Reverse primer | TCCAGGCCGTTGATGAAGTTG |
| *CG7166* | Forward primer | TGACCAAGTTCACACGGTGG |
|  | Reverse primer | GTGACGGTGCTTCCCTTCC |
| *bab2* | Forward primer | GCGAGTGACTACACAATGGCT |
|  | Reverse primer | AACCTCCCTTTCGGGTGAGT |
| *St1* | Forward primer | CAATGGCGTGGTTCCCAATG |
|  | Reverse primer | TGGGCCTCTTGCTCCAGAT |
| *rp49* | Forward primer | ATGCTAAGCTGTCGCACAAA |
|  | Reverse primer | GTTCGATCCGTAACCGATGT |

**References:**

Ahmed-Braimah, Y. H., Unckless, R. L., and Clark, A. G. (2017). Evolutionary Dynamics of Male Reproductive Genes in the Drosophila virilis Subgroup. *G3 (Bethesda)* 7, 3145–3155. doi:10.1534/g3.117.1136.

Lyu, Y., Shen, Y., Li, H., Chen, Y., Guo, L., Zhao, Y., et al. (2014). New MicroRNAs in Drosophila—Birth, Death and Cycles of Adaptive Evolution. *PLoS Genetics* 10, e1004096. doi:10.1371/journal.pgen.1004096.

Rozhkov, N. V., Aravin, A. A., Zelentsova, E. S., Schostak, N. G., Sachidanandam, R., McCombie, W. R., et al. (2010). Small RNA-based silencing strategies for transposons in the process of invading Drosophila species. *RNA* 16, 1634–1645. doi:10.1261/rna.2217810.

Zhao, Y., Lin, P., Liufu, Z., Yang, H., Lyu, Y., Shen, X., et al. (2018). Regulation of Large Number of Weak Targets—New Insights from Twin-microRNAs. *Genome biology and evolution* 10, 1255–1264. doi:10.1093/gbe/evy079.

How the deposited data were processed for this re-analysis (not part of the article)

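The data were 12 RNA-seq libraries of cultured *Drosophila* cells, 2 with miR-975 overexpressed and 2 transfected with the control vector in each of S2, ML-82-19a and WR-Dv-1. The authors mapped the reads with TopHat and estimated gene expression with Cufflinks, and the deposited values are FPKM per gene and library, with replicates kept apart. The paper removed genes with an FPKM of 0 before further analysis, whereas the deposited files still list them. The paper names a genome and an annotation release for each species, and its text does not state whether the FPKM were made with those releases.

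TPM was computed by dividing each FPKM by its library sum and scaling all libraries to the usual TPM total, and a gene was counted as expressed when its mean TPM over the 4 libraries of a line was at least 1. Fold changes were taken as the log2 ratio of the mean FPKM of the 2 miR-975 libraries to that of the 2 controls, without a pseudocount, for genes with a mean FPKM above 0 in both groups, and a gene counted as repressed when the ratio was at or below the paper's 1.2-fold cut-off. Single genes were tested with limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a trend, on log2(FPKM + 1), over genes with a mean FPKM of at least 1 in at least one group and with Benjamini-Hochberg adjustment at 0.05. The paper used Cuffdiff, which works from the reads. FPKM are not counts, so no count test was used. Each cell line was fitted alone. Other steps used Python 3.11.15 with numpy, pandas, scipy and matplotlib.

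The limma step was tested on simulated data in which 200 S2 genes were changed by a known factor and each gene kept its observed spread. The 200 genes were drawn only from genes with a higher control FPKM than the test requires, so recovery among weaker tested genes was not measured. The limma step called 93.5% of genes changed 2-fold, 99.0% of genes changed 4-fold and 0 genes changed 1.2-fold, with at most 13 unchanged genes called in any of these fits. With 2 libraries per group, single genes with changes near the paper's cut-off are therefore outside what this test can show.

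Depth was estimated from the values of weakly expressed genes, most of which lie near whole multiples of what 1 fragment is worth. In S2, annotated transcript lengths of BDGP6 gave 10.3M to 14.5M fragments per library (M, mega), with 80.7 to 82.7% of the low values of single-transcript genes within 0.05 of a whole number. On 3 simulated libraries the estimate was between 0.987 and 0.997 of the true depth. Fragments of single genes were recovered only where all 4 libraries gave whole numbers that the annotated transcript lengths allow. For ML-82-19a and WR-Dv-1, transcript lengths were not used here and only relative depth was estimated.

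Gene names of Figure 3E and Supplementary Table S5 were matched to the S2 identifiers by symbol or by synonym. *Dat* had more than one candidate and the current identifier of *CG9492* is not among those listed, so neither was used. The genes named in the text were fixed by a rule before the data were examined: the genes of Supplementary Table S5, the 6 genes shared by *D. melanogaster* and *D. simulans*, the 4 of *D. virilis*, the genes with the largest rises and falls among those limma called in each line, and other genes of Figure 3E only where they were the largest or smallest change of their group or changed sign between replicate pairs. Outside this rule, *CG42638* is named because its value differs from Figure 3E, the largest changes among the genes listed for *D. simulans* only are those of their group, and 4 genes are named in the closing section for an FPKM of 0 in 1 library.

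The alternatives tried were pseudocounts of 0.1 and 1, filters on weak expression, scaling to the upper quartile, quantile normalization, limma without a trend, the replicate number as a block and leaving out single libraries. The pairing of libraries by number is taken from the labels. The comparison of predicted targets with other genes, the analysis of bases opposite position 9 and the overlaps between species need 3′UTR sequences or gene pairs between species, and these were not analysed here.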

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

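The gene below was found in the data first, and its test was then written down before the result of that test was seen; no test here was chosen only after the result was seen.

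In WR-Dv-1, the gene FBgn0206857 stood out from data the paper does not discuss. Its log2 fold change was -4.18 on the log2(FPKM + 1) scale (adjusted p = 0.0019 from limma), with an FPKM of 0 in both miR-975 libraries and of 18.3 and 16.1 in the controls, and it was -4.27 or -4.09 when either control was left out. Leaving out a miR-975 library cannot change it, since both are at 0, and none of these values shows whether the 0 is a failed estimate. A technical explanation is an estimate that failed or was reassigned to another gene without regard to treatment. If so, pairs of libraries that mix the treatments should show such genes too. They did: up to 5 genes were at 0 in both libraries of a mixed pair with a mean FPKM of at least 10 in the other 2 libraries, against 2 genes for the miR-975 pair and 0 for the control pair. In ML-82-19a the mixed pairs had up to 8 such genes. The fall of FBgn0206857 therefore cannot be told apart from a failed estimate. Repression by miR-975 was not tested for this gene, since its 3′UTR was not analysed here.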

How the results depend on the processing

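Most settings named here were chosen before the data were examined. The crossed replicate block, the replicate block with a pseudocount of 0.1 and the leave-outs for FBgn0206857 were chosen after seeing the data. The number of expressed genes stayed within 1.5 times its value under every alternative tried in all 3 lines, and was 7418 to 7423 in S2, 7609 to 7621 in ML-82-19a and 7917 to 7928 in WR-Dv-1 when either replicate number was left out.

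The percentage of genes that fell by 1.2-fold depended on weakly expressed genes. In S2 it was 12.9%, and became 9.62% with a pseudocount of 0.1, 2.87% with a pseudocount of 1, 4.05% over genes with a mean FPKM of at least 1 in at least one group, and 9.88% with the replicate block, that is, as the mean of the 2 log2 ratios of same-numbered libraries. A pseudocount of 1 moved it from 15.1 to 7.92% in ML-82-19a and from 12.3 to 3.62% in WR-Dv-1, and the filter on mean FPKM moved it to 5.32% in WR-Dv-1. Across the 4 computations that each left out one library, it ranged from 11.8 to 14.8% in S2, from 12.7 to 19.4% in ML-82-19a and from 11.4 to 15.5% in WR-Dv-1.

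Of the 34 matched targets, 31 were past the cut-off in S2, but 7 with a pseudocount of 1, 5 of the 6 with a mean FPKM of at least 1 in at least one group, 19 of 21 with the replicate block, which leaves out genes with a 0 in any library, and 17 when both same-numbered pairs had to pass. The count of 17 takes a 0 in the miR-975 library of a pair as a fall. Among those 5 of 6, *CG15449* was at 0.00037 FPKM in miR-975 replicate 1 and rose in pair 2. Leaving out one library at a time gave 18 to 32 genes. The number of genes that kept a ratio changed too, with 21 of 30 past the cut-off without miR-975 replicate 1, 18 of 25 without miR-975 replicate 2, 32 of 34 without control replicate 1 and 25 of 31 without control replicate 2. The cause of the loss under a pseudocount of 1 can be read from the values: 29 of the 34 genes have a mean FPKM below 1, where that pseudocount is larger than the value itself.

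limma called 0 genes in S2 (464 at an unadjusted p-value under 0.05), but 63 with the replicate block, 5 with the crossed replicate block and 116 with the replicate block and a pseudocount of 0.1. The correlation of same-numbered deviations was -0.015, and the cause of the difference was not tested beyond the comparison of splits given under the other observations. In ML-82-19a, 0 genes were called (511 at an unadjusted p-value under 0.05), but 5 after quantile normalization and 6 without a trend in eBayes; the cause was not tested. In WR-Dv-1, 1 gene was called, and 2 with the replicate block and a pseudocount of 0.1. Of the genes listed for *D. melanogaster* in Figure 3E, only 6 passed the filter on mean FPKM and were tested with limma in S2. None of these 6 was among the 63. The other listed genes were not tested, so their absence from the 63 says nothing about their change.

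For the log2 ratios of 20 single S2 genes named in the text, 31 of 75 values under other settings moved by more than 1 SD between replicates or had no such SD because a library was at 0, and the sign changed in 2 of the 75. With one library left out, and with FBgn0206857 of WR-Dv-1 included, 32 of 73 values did so, and the sign changed in 8 of the 73. The comparisons of predicted targets with other genes, the counts of listed targets in ML-82-19a and WR-Dv-1 and in both S2 and ML-82-19a, the genes shared by the 3 lines and the bases opposite position 9 were not run, nor were their alternatives.

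With 10.3M to 14.5M fragments per S2 library (M, mega), the 18 listed genes with recovered fragments, which are among the weakly expressed ones, had a median of 9.5 fragments over the 4 libraries. Whether depth or the 2 libraries per group limits these genes more was not tested.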

Differences from the paper's values

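With the choices reported in the passages, no value differed from the paper's by more than 1.5 times. The paper's number of down-regulated targets in *D. melanogaster* is 36, and 31 of the 34 matched genes passed the cut-off. With 34 genes matched, no setting could give 36. Among the alternatives set before the data were examined, the count was within 1.5 times of the paper's with a pseudocount of 0.1 (24), with upper quartile scaling (30) and without control replicate 1 (32) or 2 (25). It was not with a pseudocount of 1 (7), the filter on mean FPKM (5), the replicate block (19), both same-numbered pairs (17), or without miR-975 replicate 1 (21) or 2 (18).

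Some statements differ in direction or ranking. Figure 3E lists *CG9850* among the targets repressed in *D. melanogaster*, and its log2 ratio in the S2 libraries was 0.37. Figure 3E also lists *CG42638* and *CG3987*, and their log2 ratios were -0.13 and -0.25, short of the 1.2-fold cut-off. Of the settings run, *CG9850* was past the cut-off without control replicate 1 (-0.63), *CG3987* without control replicate 1 (-0.85) and without miR-975 replicate 2 (-0.48), and *CG42638* in none. Other leave-outs went the other way, with 0.81 for *CG3987* without control replicate 2 and 1.37 for *CG9850* without miR-975 replicate 2. In Figure S2B the order of the cell lines by expressed genes is S2, WR-Dv-1 and ML-82-19a, with about 7300, about 6400 and about 5900 genes read by eye, whereas the deposited values gave 7426 genes in S2, 7637 in ML-82-19a and 7938 in WR-Dv-1. None of the alternatives set before the data were examined put S2 first; with an FPKM above 0 in every library, S2 had 8911 genes, more than the 8389 of ML-82-19a and fewer than the 9275 of WR-Dv-1. The sets of genes may be unlike, however. Figure S2B shows overlaps between species, and the paper does not state whether it leaves out genes without a counterpart. The counts here include every gene of each species' own annotation, so the difference in order need not be a conflict.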

Other observations

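The tests of the share of changed genes by split were chosen only after the result was seen. The other tests followed from patterns found in the data and were written down before their own results were seen.

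Over all genes, most of the changes past 1.2-fold also arose without a treatment difference. The 4 libraries of a line can be split into 2 pairs in 3 ways, and the percentage of genes changed by at least 1.2-fold in either direction in the split by treatment exceeded the larger of the other 2 splits by 0.701 percentage points in S2 and by 1.38 in ML-82-19a, and differed from it by -0.501 in WR-Dv-1. With 3 splits the split by treatment ranks first by chance in 1 of 3 cases, so an effect of miR-975 on these shares over all genes cannot be told apart from variation between libraries in S2 and ML-82-19a, and in WR-Dv-1 another split gave a larger share. Most of these changed genes had a mean FPKM below 10. From an FPKM of 10 upwards, where the split by treatment ranked first in each line, the percentages were 2.54% by treatment against 1.33 and 1.15% in the other splits in S2, 10.7% against 8.96 and 6.65% in ML-82-19a, and 4.24% against 4.15 and 2.57% in WR-Dv-1.

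The falls of the listed targets in S2 were set against those of other genes with as low an FPKM. The number of fragments itself was not matched. Unlisted genes of the same mean FPKM, 100 neighbours for each of the 34 listed genes, fell by at least 1.2-fold in 35.2% of cases between treatments. The listed genes were selected for their falls and the unlisted genes were not shown to be free of sites, so this is no expected number for the list. The other splits gave 29.1 to 33.2%, so the excess of the split by treatment over the largest of them was 2.06 percentage points, which these few splits cannot separate from chance. This compares unlisted genes and does not test the falls of the listed genes themselves. How far few fragments account for those falls therefore remains open. *Gr28b* shows the limit of the values: it passed the cut-off with 2 fragments over all 4 libraries.

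With the replicate number as a block, limma called 63 genes in S2 and 0 without it (464 at an unadjusted p-value under 0.05). The split that sets miR-975 replicate 1 and control replicate 2 against the other 2 libraries parts the same pairs, and with the same block it called 0 genes (202 at an unadjusted p-value under 0.05). In that fit the treatment difference is the residual, and the reverse holds in the fit by treatment, so the counts are not independent and the 0 is weak evidence either way. Replicate 1 against replicate 2, with the treatment as the block, called 24 genes. On simulated S2 data with noise independent between genes, the fit with the block called at most 8 unchanged genes, so such noise alone did not give as many as 63. Variation shared between genes was not simulated. The 63 genes may hold an effect of the transfected vector, but with so few splits and a same-number correlation of -0.015 the comparison of splits does not tell them apart from chance agreement of the 2 pairs.

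Fold changes in S2 went with transcript length. Over 7036 genes with an annotated length, 95.5% of those tested, Spearman's rho across genes between the log2 fold change and the median transcript length was -0.23 in the split by treatment. Genes are not independent replicates, and rho was 0.29 in one of the other splits and -0.364 in the split by replicate number, which is farther from 0. The relation is consistent with a length bias that differs between libraries, and no treatment effect on it is needed.

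Some S2 genes were listed at 0 in 1 library and at 10 FPKM or more in the other 3. They were *pum*, at a mean of 146.7 FPKM in the other libraries, *GlcAT-P*, at 62.1, and *RhoGEF2*, at 30.2, all at 0 in miR-975 replicate 2, and *Epg5*, at 23.2, at 0 in miR-975 replicate 1. From the shortest annotated transcript of each gene, the median expected number of fragments in the library with the 0 was 2564, so low depth does not explain these values, and a failed estimate remains as a candidate explanation. No biological explanation was tested. There were 23 such genes in ML-82-19a and 4 in WR-Dv-1. In addition, 50 to 59 genes per S2 library were listed above 0 but below 0.001 FPKM, less than 1 fragment is worth for nearly any gene, and these count as expressed when only an FPKM of exactly 0 is removed.

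The paper measured the 9 genes of Supplementary Table S5 by qPCR in S2 cells. It reports that most of them were significantly lower with dme-miR-975 and that none was repressed by dsi-miR-975. Those measurements are separate from the RNA-seq values and were not analysed here. Of the 9 genes, 8 were matched in the S2 RNA-seq values and 7 were past the 1.2-fold fall. The log2 ratios were -3.21 for *St1*, -1.65 for *CG7166*, -0.56 for *laza*, -0.56 for *CG2010*, -0.52 for *bab2*, -0.29 for *Eip74EF*, -0.27 for *Gr28b* and 0.37 for *CG9850*. Only *Eip74EF* had a mean FPKM of at least 1. Both miR-975 libraries lay below both controls for *St1*, *CG7166*, *bab2* and *Eip74EF*. Leaving out 1 library reversed the sign for *CG2010* (0.38 without control replicate 2) and *Gr28b* (0.73 without miR-975 replicate 1). It did so for *CG9850* too (-0.63 without control replicate 1).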
